# Inflammation drives pathogenesis of early intestinal failure-associated liver disease

**DOI:** 10.1038/s41598-024-54675-9

**Published:** 2024-02-20

**Authors:** Scott C. Fligor, Savas T. Tsikis, Thomas I. Hirsch, Ashish Jain, Liang Sun, Shira Rockowitz, Kathleen M. Gura, Mark Puder

**Keywords:** Liver diseases, Gastrointestinal models, Nutrition disorders, RNA sequencing

## Abstract

Patients with intestinal failure who receive long-term parenteral nutrition (PN) often develop intestinal failure-associated liver disease (IFALD). Although there are identified risk factors, the early pathogenesis is poorly understood and treatment options are limited. Here, we perform a transcriptomic analysis of liver tissue in a large animal IFALD model to generate mechanistic insights and identify therapeutic targets. Preterm Yorkshire piglets were provided PN or bottle-fed with sow-milk replacer for 14 days. Compared to bottle-fed controls, piglets receiving PN developed biochemical cholestasis by day of life 15 (total bilirubin 0.2 vs. 2.9 mg/dL, *P* = 0.01). RNA-Seq of liver tissue was performed. Ingenuity Pathway Analysis identified 747 differentially expressed genes (343 upregulated and 404 downregulated) with an adjusted *P* < 0.05 and a fold-change of > |1|. Enriched canonical pathways were identified, demonstrating broad activation of inflammatory pathways and inhibition of cell cycle progression. Potential therapeutics including infliximab, glucocorticoids, statins, and obeticholic acid were identified as predicted upstream master regulators that may reverse the PN-induced gene dysregulation. The early driver of IFALD in neonates may be inflammation with an immature liver; identified therapeutics that target the inflammatory response in the liver should be investigated as potential treatments.

## Introduction

Intestinal failure occurs when the intestinal length or function is insufficient to absorb nutrients or fluids through the gastrointestinal tract. In children, intestinal failure most often occurs following extensive bowel resection for necrotizing enterocolitis, malrotation with volvulus, or congenital anomalies including intestinal atresia^1^. Survival depends upon long-term parenteral (intravenous) nutrition to support growth and development, but long-term parenteral nutrition (PN) often leads to progressive cholestatic liver disease known as intestinal failure-associated liver disease (IFALD)^2^. In recent years, advances in therapy for IFALD–such as fish oil-containing lipid emulsions and multidisciplinary intestinal rehabilitation programs—have reduced the need for liver or intestinal transplant, and survival is now possible for decades^3^. However, even with modern management, most children with intestinal failure on long-term PN will have elevated liver enzymes and abnormal histology on routine liver biopsy, with some demonstrating progressive fibrosis^4^. New therapies are needed for IFALD.

The pathogenesis of IFALD is multifactorial and not fully elucidated. Numerous risk factors have been implicated including prematurity, low birth weight, long-term PN, lack of enteral nutrition, sepsis, surgical procedures, disrupted intestinal barrier, small bowel bacterial overgrowth/dysbiosis, and omega-6 fatty acid rich lipid emulsions high in phytosterols^5^. However, the early mechanisms driving the development of IFALD remain unclear and nearly all mechanistic studies have occurred in small animal models^6,7^. In a human study of infants with IFALD, RNA Sequencing (RNA-Seq) was performed on plasma cell free RNA/microRNA from four patients at the initiation of fish oil lipid emulsion therapy and at six months^8^. After six months of therapy, microRNA 122, reactive oxygen species, and various inflammatory pathways were downregulated compared to baseline. To our knowledge, no large animal or human studies have investigated the transcriptome in liver tissue to elucidate early mechanisms of IFALD and identify potential therapeutic strategies.

Human liver tissue is not readily available to investigate the transcriptomic changes in early IFALD. Diagnosis is made clinically based upon biochemical markers of cholestatic liver injury, including direct/total bilirubin and gamma glutamyl transferase. Liver biopsy is not routinely performed as it is not necessary for diagnosis and does not alter initial management^9^. We have recently utilized a preterm piglet model of IFALD that is similar to human neonatal IFALD, both in pathogenesis and in outcomes^10^. Preterm piglets were provided PN for two weeks, resulting in cholestatic and steatotic liver disease. RNA-Seq was performed on liver tissue obtained from this study and compared to liver tissue from a second cohort of age-matched preterm piglets that were bottle-fed with sow milk replacer. We then utilized Ingenuity Pathway Analysis to identify key pathways that are dysregulated in early IFALD and highlight potential therapeutics that counteract the gene dysregulation in a pilot, hypothesis-generating study.

## Results

### Parenteral nutrition treatment in preterm piglets results in biochemical cholestasis and hepatosteatosis

All piglets in the PN group and bottle-fed group survived to day of life (DOL) 15. Liver histology was assessed by a masked veterinary pathologist. Representative formalin-fixed paraffin-embedded hematoxylin and eosin-stained liver tissue is shown in Fig. 1a and b. Piglets in the PN group demonstrated extensive bile pigment and steatosis, while piglets in the bottle-fed group demonstrated minimal bile pigment or steatosis. Biochemical markers of cholestatic liver injury were assessed at DOL 1, 8, and 15 (Fig. 1c−e). Compared to the bottle-fed control group, piglets in the PN group developed cholestatic liver injury at DOL 15 (assessed immediately prior to sacrifice) marked by elevated total bilirubin (0.2 vs. 2.9 mg/dL, *P* = 0.01), direct bilirubin (0.2 vs. 1.9 mg/dL, *P* = 0.01), and gamma glutamyl transferase (61 vs. 199 U/L, *P* = 0.10).

**Figure 1:**
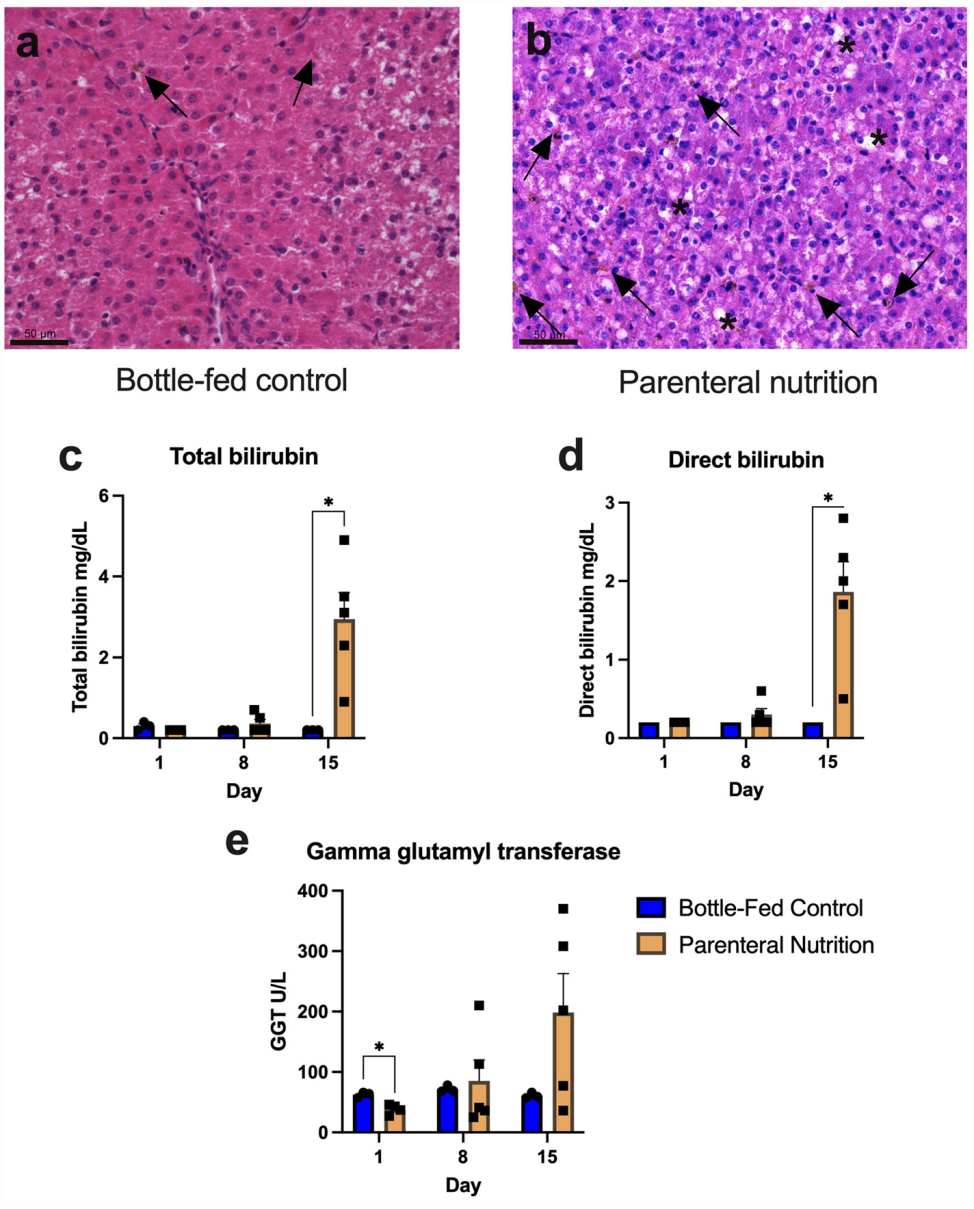
Parenteral nutrition in preterm piglets results in histologic and biochemical cholestasis by day of life 15. Representative hematoxylin & eosin-stained liver tissue is shown from a bottle-fed piglet (**a**) and a PN piglet (**b**). Piglets receiving PN demonstrate extensive bile deposition (arrows) and steatosis (asterisk), while the bottle-fed piglets have mild bile pigment predominantly noted within Kupfer cells (arrows), with rare steatosis. Piglets in the PN group developed biochemical cholestasis marked by increased plasma total bilirubin (**c**), direct bilirubin (**d**), and gamma glutamyl transferase (**e**) at day of life 15. Mean ± SEM. Comparisons with Welch’s t-test with Holm-Sidak correction for multiple testing. *P < 0.05.

### Differentially expressed genes

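Liver RNA was collected on day of life 15 from 3 bottle-fed piglets and from 6 piglets that had received PN for 2 weeks. All were delivered by caesarean section at 111 days of gestation, 5 days preterm, and the groups came from separate litters. Messenger RNA was selected with poly-T beads and sequenced as 150 bp paired-end reads. Total counts per library, recovered from the authors' counts and FPKM, ran from 17106838 to 24025142 in the bottle-fed group (median 18916507) and from 17337946 to 23421807 in the PN group (median 20381024). The authors removed low-quality reads, mapped the rest to Sscrofa11.1 with HISAT2 2.0.5, counted them with featureCounts 2.0.3 and compared the groups with DESeq2. The submitters' processing notes and the paper's methods name different versions of DESeq2. The paper gives an RNA integrity number above 4 for all samples. The authors' deposited table with counts per library covers 1054 genes, each called with all 9 libraries at an adjusted p under 0.05 and a log2 fold change beyond 1. These genes took 6.48% to 7.17% of the counts in bottle-fed livers and 7.03% to 9.37% in PN livers. The authors' deposited table of 16223 genes gives a log2 fold change, its standard error and an adjusted p for each, with no values per library, and the libraries behind it are not given in the sources used here.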

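Values per library are normalized counts, the raw counts divided by the authors' size factor for that library. They are given first for the 3 bottle-fed and 5 PN livers that the paper kept, and then with PN 5, which the paper left out as an outlier in its principal component analysis and clustering. For each gene, log2 of the normalized count plus 1 was compared between the groups with a two-sided exact permutation test. The 56 splits of 8 libraries allow no p below 0.0179, and the 84 splits of 9 libraries allow none below 0.0119. With 1 kept PN liver left out, the smallest p is 0.0286 and the next 0.0571. With 1 bottle-fed liver left out, they are 0.0476 and 0.0952. A single further split as extreme as the real one then takes p past 0.05, so such a loss need not mean a smaller difference. Genes with counts per library were picked by the authors on these same libraries, so their differences are not independent evidence. Gene groups were listed before the deposited data were examined, but with the paper's results known. Some hold genes that the paper names and others bear the names of pathways that it reports, so those are not independent of these samples. The share of each group that the authors called higher or lower was set against all other genes with a symbol (12506 genes in all) by a one-sided Fisher's exact test, and p was adjusted over the 45 groups in each direction. Fisher's exact test counts genes as if they were independent, and genes of a group can move together. Its p, however small, does not measure the spread among livers or litters. The paper gives a daily gavage of medium chain triglyceride vehicle (3 mL/kg) for the PN piglets. Litter, feeding and, so far as the paper states it, vehicle split the piglets in the same way, so the comparison holds them all. The paper states that all samples were processed in 1 batch and that the data of the PN piglets had been reported before.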

RNA-Seq was performed with the Illumina NovaSeq 6000 system on three bottle-fed control animals and six experimental animals that received two weeks of PN. All samples passed initial RNA extraction quality testing for a RNA integrity number > 4 prior to RNA-Seq. Following RNA-Seq and mapping to the reference pig genome, differentially expressed genes (DEGs) were identified. 

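The first principal component of log2 CPM held 72.6% of the variance over the 1054 genes with counts per library. CPM are counts scaled to the library total. This component placed the 3 bottle-fed livers between 43.3 and 45.2 and the 6 PN livers between -28.6 and -17.3, on genes that the authors had called between these groups. On the second component, with 7.85% of the variance, PN 5 lay at 26.4, while the other PN livers lay between -9.89 and -0.44 and the bottle-fed livers between -0.84 and 1.95. Its median Pearson correlation with the other PN livers was 0.92, against 0.93 to 0.95 for each of those. Over the 10 interferon-stimulated genes with counts per library, the mean log2 level of PN 5 was 11.40, against 7.74 to 9.92 in the other PN livers. IFIT1, an antiviral protein, had a normalized count of 50006 in PN 5, 965 to 6218 in the other PN livers and 546 to 736 in bottle-fed livers. MX1, a GTPase that acts against viruses, stood at 27916 in PN 5, 571 to 7009 in the other PN livers and 589 to 648 in bottle-fed livers (exact permutation test without PN 5, p = 0.268). Both genes were singled out after their values were seen. The total count of PN 5, 17804444, lay within the range of the other libraries.

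**Figure D1:**
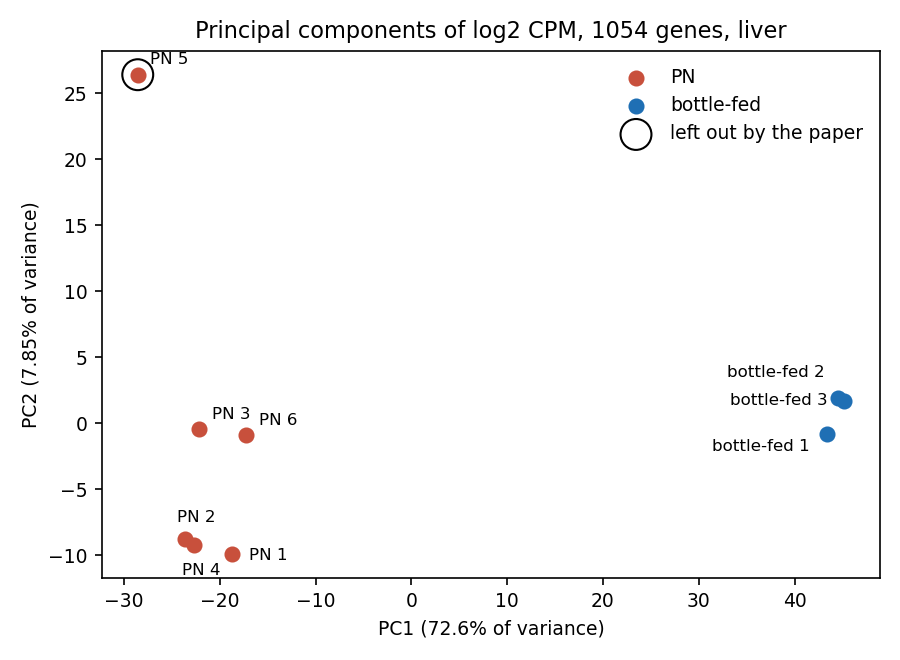
First and second principal components of log2 counts scaled to library size (CPM) over the 1054 genes with counts per library, 1 point per liver, with PN in red, bottle-fed in blue and a ring around PN 5. PN 5 lies at 26.4 on the second component, apart from the other 8 livers.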

As part of the quality-control process, a principal component analysis and sample clustering using normalized data were performed to assess for reproducibility among biological replicates; one outlier was excluded from the PN group due to substantial deviation in gene expression from both the control and other experimental samples (Fig. 2).

**Figure 2:**
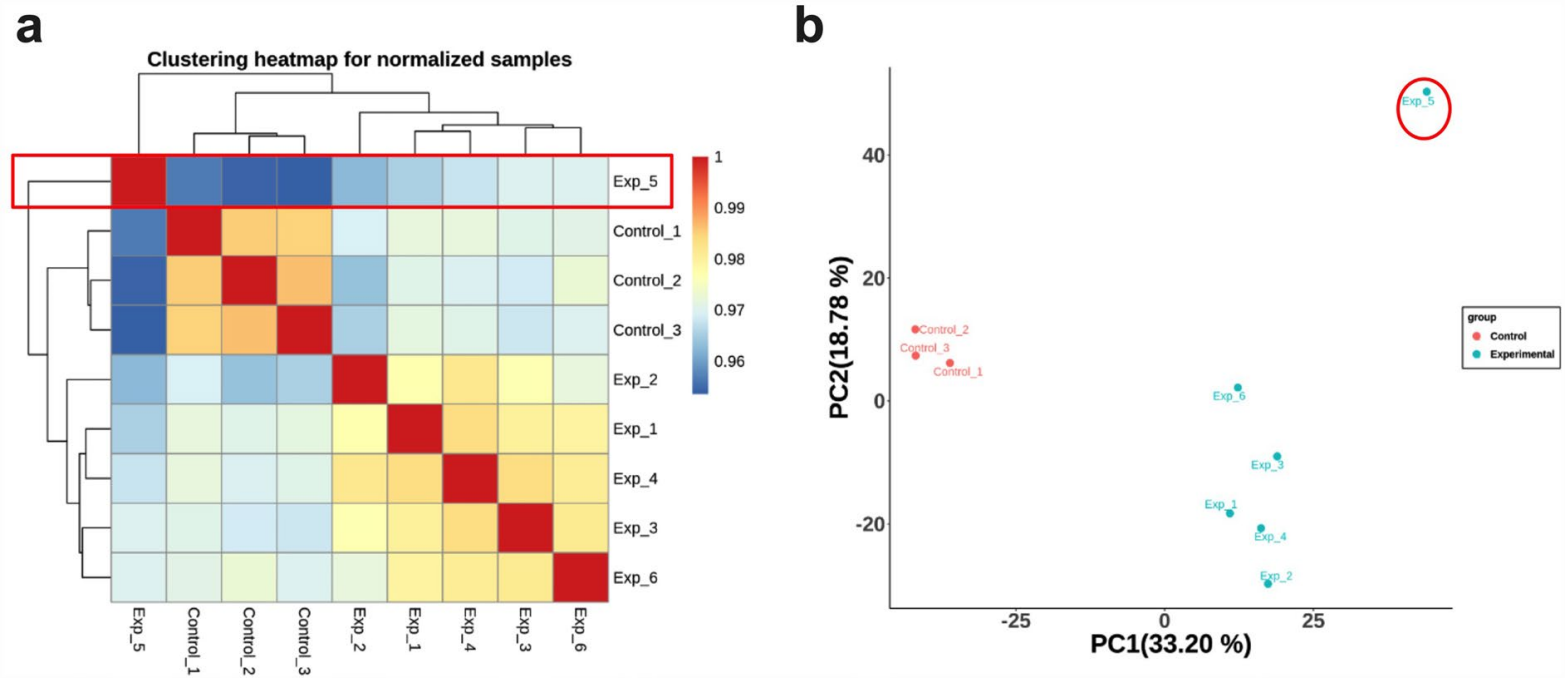
Clustering heatmap (**a**) and principal component analysis (**b**) of differential gene expression. One outlier from the PN group was excluded (circled) on the basis of substantial deviation from both the bottle-fed group and the remaining PN samples.

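Genes with the largest increases included LGALS3, which encodes the lectin galectin-3 (ENSSSCG00000005055, chromosome 1 of Sscrofa11.1 from 184478710 to 184497951). Its normalized count was 362 ± 176 (SD, n = 5) with PN and 7.26 ± 0.945 (SD, n = 3) in bottle-fed livers, a log2 fold change of 5.64 (exact permutation test, p = 0.0179). MFSD2A, a transporter of lysophosphatidylcholine, stood at 937 ± 424 (SD, n = 5) with PN against 26.0 ± 23.9 (SD, n = 3) (log2 fold change 5.17, or 6.24 without bottle-fed 1), and the apolipoprotein gene APOA4 at 26403 ± 17879.5 (SD, n = 5) against 719.9 ± 319 (SD, n = 3). The largest decreases included CYP26A1, whose product breaks down retinoic acid (ENSSSCG00000010475, chromosome 14 of Sscrofa11.1 from 104563195 to 104567097). It had no count in any PN liver, PN 5 among them, and a normalized count of 1177 ± 67.4 (SD, n = 3) in bottle-fed livers, so it was at least 2042-fold lower when 3 counts over the PN group are taken as the limit of a count of 0, which covers counting error only. MBL2, the mannose-binding lectin of the complement system, fell from 3844 ± 2159.8 (SD, n = 3) to 81.2 ± 77.9 (SD, n = 5) (log2 fold change -5.56, or -6.34 without PN 2). The metallothionein gene MT1A fell from 35831 ± 14432 (SD, n = 3) to 324 ± 338 (SD, n = 5) (log2 fold change -6.79, or -7.53 without PN 3), in a cluster of overlapping genes that share sequence. ATP8, a mitochondrial gene of 204 bp, which is shorter than a read pair, had the largest increase in the authors' deposited table of all genes and per library a log2 fold change of 7.15. With PN 5, the log2 fold changes of LGALS3, MFSD2A, APOA4 and MBL2 were 5.85, 5.20, 5.98 and -4.73, and its own normalized counts were 704, 1057, 141193 and 460.3. For APOA4, the exact permutation test gave p = 0.0571 without PN 6.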

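Of the 1054 genes, 459 were higher in every kept PN liver than in every bottle-fed liver and 438 were lower. Chance would give 3.57% of unselected genes, but the authors had picked these genes for a difference between these groups. The share is therefore no evidence beyond that choice. With PN 5, 871 of these genes did not overlap between the groups. In the authors' deposited table of all genes, 2204 genes passed an adjusted p of 0.05, 1077 higher and 1127 lower with PN. Beyond a 2-fold change, the authors' deposited table holds 1017 genes, of which 782 have a symbol, 398 higher and 384 lower.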

Out of the 2060 identified DEGs (1064 upregulated, 996 downregulated), Ingenuity Pathway Analysis identified 747 molecules (343 upregulated and 404 downregulated) with an adjusted *P* < 0.05 and a log fold-change of > |1|, which were used for the subsequent pathway analysis. Most molecules were located in the cytoplasm (38%, n = 146 up, 139 down) followed by the plasma membrane (21%, n = 42 up, 117 down), nucleus (20%, n = 91 up, 57 down), extracellular space (11%, n = 33 up, 47 down), with the remainder classified as ‘other’.

There were 30 upregulated transmembrane receptors, largely involved in inflammatory signaling (gene, expression log ratio). These included tumor necrosis factor (TNF) receptors (TNFRSF18, 5.671; TNFRSF9, 3.908; TNFRSF21, 1.523), toll like receptor (TLR) 9 (TLR9, 1.969), CD72 (2.616), Fas cell surface death receptor (FAS, 2.740), and interferon receptors (IFNGR2, 1.509; IFNAR1, 1.464; IFNAR2, 1.205). 

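All 9 receptor genes were higher in every PN liver than in every bottle-fed liver, with and without PN 5. TNFRSF9, a costimulatory receptor of lymphocytes (ENSSSCG00000003386, chromosome 6 of Sscrofa11.1 from 68394470 to 68609746), had a normalized count of 874 ± 212 (SD, n = 5) with PN and 55.9 ± 49.3 (SD, n = 3) in bottle-fed livers (log2 fold change 3.97, or 4.99 without bottle-fed 1, exact permutation test, p = 0.0179), and 796 in PN 5. TNFRSF18 had no count in any bottle-fed liver and 5.81 ± 3.61 (SD, n = 5) with PN, at least 5.91-fold higher against a limit of 3 counts over the bottle-fed group. TLR9, which senses bacterial DNA, stood at 56.2 ± 20.1 (SD, n = 5) with PN and 18.8 ± 7.32 (SD, n = 3) in bottle-fed livers, and the death receptor gene FAS at 55.4 ± 29.7 (SD, n = 5) and 10.8 ± 3.63 (SD, n = 3). The interferon receptor genes IFNAR1, IFNAR2 and IFNGR2 lie beside each other on chromosome 13, between 196801998 and 197035604, with IL10RB, a receptor subunit of interleukin-10, among them. Their log2 fold changes were 1.43, 1.09 and 1.47 (exact permutation test, p = 0.0179 for each). The mean log2 level of the 9 genes was 7.57 ± 0.42 (SD, n = 5) with PN and 5.56 ± 0.14 (SD, n = 3) in bottle-fed livers, and 7.79 in PN 5. As the paper chose these genes on the same samples, they are not independent evidence. CD72 (32.7 ± 23.2 (SD, n = 5) with PN and 4.51 ± 2.25 (SD, n = 3) in bottle-fed livers, exact permutation test, p = 0.0357) missed the threshold when any single one of the 8 livers was left out (p = 0.0571 to 0.114). Leaving out 1 PN liver gave p = 0.0571 for IFNAR1 and TNFRSF21 (PN 1, 2, 3 or 4), FAS (PN 3, 4 or 6) and TNFRSF18 (PN 1, 2, 4 or 6), and leaving out bottle-fed 2 gave p = 0.0952 for TLR9 in the same exact permutation test.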

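VCAM1, which holds leukocytes on the vessel wall (ENSSSCG00000006862, chromosome 4 of Sscrofa11.1 from 117496908 to 117511226), had a normalized count of 1458 ± 425 (SD, n = 5) with PN and 488 ± 93.3 (SD, n = 3) in bottle-fed livers, a log2 fold change of 1.58 (exact permutation test, p = 0.0179). CXADR, a protein of epithelial cell junctions, rose from 191 ± 46.2 (SD, n = 3) to 480.4 ± 135 (SD, n = 5), and ITGB3, an integrin subunit of platelets, from 365 ± 145 (SD, n = 3) to 775 ± 206 (SD, n = 5). PN 5 had 1527 for VCAM1, 500.2 for CXADR and 2022 for ITGB3, and the 3 genes kept their direction and did not overlap between the groups with it (exact permutation test, p = 0.0119, 0.0119 and 0.0238). ICAM1, a ligand of leukocyte integrins, was 1042 ± 493 (SD, n = 5) with PN and 526 ± 89.5 (SD, n = 3) in bottle-fed livers, with overlap between the groups (exact permutation test, p = 0.125, and p = 0.0833 with PN 5 at 1329.9). Its log2 fold change in the authors' deposited table was 1.21 (standard error 0.33, adjusted p = 0.00330). All 4 genes were chosen by the paper on these samples and are not independent evidence. The p of CXADR was 0.0571 without PN 3 and that of ITGB3 was 0.0952 without bottle-fed 2 (exact permutation test).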

Adhesion molecules were also upregulated (VCAM1, 1.521; CXADR, 1.416; ICAM1, 1.076; ITGB3, 1.152). 

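CD200R1, an inhibitory receptor of myeloid cells (ENSSSCG00000011925, chromosome 13 of Sscrofa11.1 from 146953149 to 146995337), had a normalized count of 29.9 ± 12.4 (SD, n = 5) with PN and 219 ± 103 (SD, n = 3) in bottle-fed livers, a log2 fold change of -2.87 (exact permutation test, p = 0.0179). CXCL8, a neutrophil attractant, went from 3.28 ± 0.167 (SD, n = 3) to 74.0 ± 46.1 (SD, n = 5) (log2 fold change 4.49, exact permutation test, p = 0.0179). CXCL9 and CXCL10, interferon-induced attractants of T cells, rose by 3.50 and 3.91 on the log2 scale (2.65 without PN 2 for CXCL9 and 3.03 without PN 3 for CXCL10), while CXCL11, of the same family, had a log2 fold change of -1.43 (standard error 0.45, adjusted p = 0.0165) in the authors' deposited table. SPP1, or osteopontin, had 588 ± 279.5 (SD, n = 5) with PN and 153 ± 37.1 (SD, n = 3) in bottle-fed livers, and TIMP1, an inhibitor of matrix metalloproteinases, had 122 ± 18.4 (SD, n = 5) and 61.9 ± 18.5 (SD, n = 3). CLCF1, of the interleukin-6 family, did not overlap between the groups (126 ± 47.8 (SD, n = 5) and 57.6 ± 8.04 (SD, n = 3), exact permutation test, p = 0.0179), while its adjusted p in the authors' deposited table was 0.0880. LIF, of the same family, had few counts (9.77 ± 9.81 (SD, n = 5) with PN and 0.273 ± 0.472 (SD, n = 3) in bottle-fed livers, exact permutation test, p = 0.0536, and p = 0.0238 with PN 5 at 21.1), and its log2 fold change of 5.16 fell to 4.37 without PN 1. Among bottle-fed livers only bottle-fed 1 had any count of LIF, so the size of that fold change rests on this liver. CCL19 overlapped between the groups (156 ± 139 (SD, n = 5) and 54.1 ± 15.7 (SD, n = 3), exact permutation test, p = 0.143), and its log2 fold change fell from 1.53 to 0.84 without PN 2. Both CCL19 and LIF passed in the authors' deposited table from DESeq2. Their log2 fold changes there were 1.95 (standard error 0.54, adjusted p = 0.0039) for CCL19 and 5.40 (standard error 1.80, adjusted p = 0.0244) for LIF. WNT4 and CCL20 were not analysed here. CXCL12, which retains blood-forming cells in tissues, fell from 4979 ± 577 (SD, n = 3) to 2355 ± 1039 (SD, n = 5), and IL21, a cytokine of helper T cells, fell from 27.9 ± 10.8 (SD, n = 3) to 3.19 ± 3.53 (SD, n = 5) (log2 fold change -3.13 for IL21, or -3.90 without PN 2, exact permutation test, p = 0.0357 for each). PN 5 had the highest counts of CXCL9 (1297), CXCL10 (16329), SPP1 (1214) and TIMP1 (388), and with it CXCL9 and CXCL10 rose by 4.42 and 4.66 on the log2 scale. The paper chose these genes on the same samples, so they are not independent evidence. CXCL12 and IL21 missed the threshold when most single livers were left out (exact permutation test, p = 0.0571 to 0.0952, for CXCL12 with any liver and for IL21 with any but PN 2), as did CXCL9 (any but PN 6 and bottle-fed 3). CXCL10 (without PN 2, 4 or 6), SPP1 and CLCF1 (without PN 1, 3 or 4) came to p = 0.0571 (exact permutation test), and LIF passed without PN 4 (p = 0.0286) or bottle-fed 1 (p = 0.0476).

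**Figure D2:**
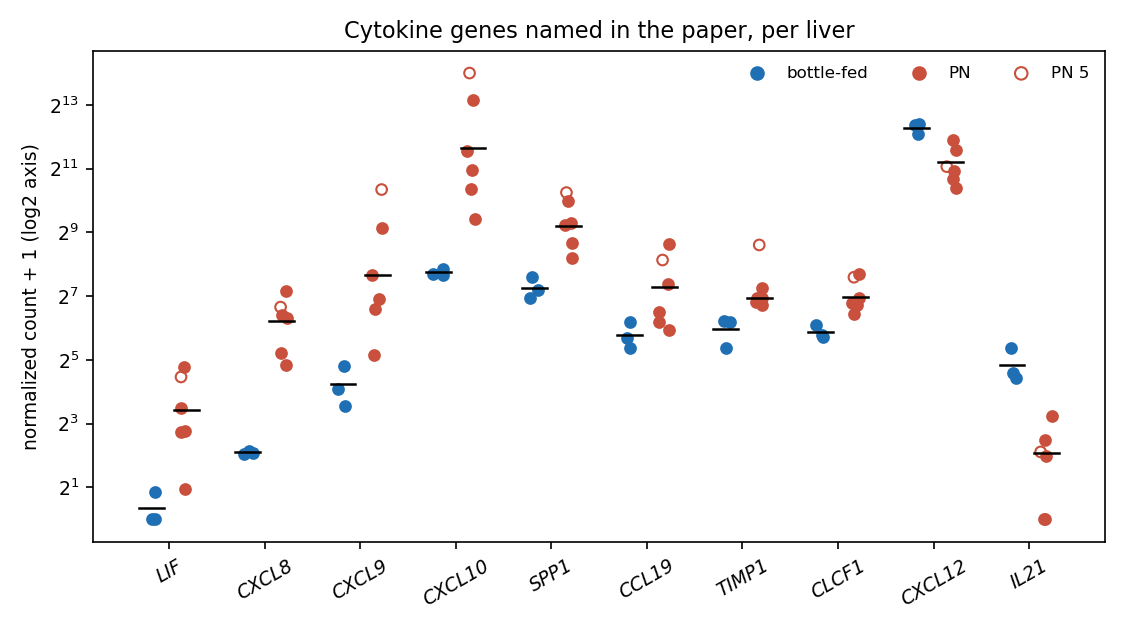
Normalized count plus 1 (log2 axis) of the cytokine genes named in the paper, 1 point per liver, with bottle-fed livers in blue, PN livers in red, PN 5 as an open circle and the mean of the 3 bottle-fed or 5 kept PN livers as a line. CXCL10 runs from 682 to 16329 in PN livers, above all 3 bottle-fed livers.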

CD200 receptor 1 was downregulated (CD200R1, − 2.855), Eleven cytokines were upregulated (gene, log ratio; LIF, 5.450; CXCL8, 4.539; CXCL10, 3.681; CXCL9, 3.297; WNT4, 2.779; CCL20, 2.286; SPP1, 2.020; CCL19, 1.739; TIMP1, 1.289; CLCF1, 1.101), compared to three which were downregulated (CXCL12, − 1.803; CXCL11, − 1.680; IL21, − 4.877).

### KEGG analysis

An initial screen of enriched biological pathways was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database^11–13^. The top twenty down- and upregulated KEGG pathways determined in clusterProfiler are shown in Fig. 3^14^. Upregulated pathways (Fig. 3a) were largely related to inflammation or infection, including coronavirus disease, nuclear factor kappa B (NF-kB) signaling pathway, TNF signaling pathway, cytokine-cytokine receptor interaction, and toll-like receptor signaling pathway. 

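Targets of NF-kB and TNF were upregulated as a group. Of 30 measured genes, 18 were called higher with PN in the authors' deposited table and none lower (Fisher's exact test, adjusted p = 3.7e-12, 18 higher when adjusted over the list alone). RELB, an NF-kB subunit (ENSSSCG00000038879, chromosome 6 of Sscrofa11.1 from 51444636 to 51480320), had a normalized count of 334 ± 137 (SD, n = 5) with PN and 74.3 ± 17.3 (SD, n = 3) in bottle-fed livers (exact permutation test, p = 0.0179). TNFAIP3, which restrains NF-kB, stood at 508 ± 129.8 (SD, n = 5) and 153 ± 9.79 (SD, n = 3). Of 36 genes of TNF and CD40 receptor signalling, 12 were called higher and 1 lower in the authors' deposited table (adjusted p = 3.9e-05, 13 higher and 1 lower when adjusted over the list alone). Among them the adaptor TRAF2 rose from 766 ± 90.3 (SD, n = 3) to 2019.6 ± 376 (SD, n = 5). By calls, genes of acute phase proteins of the liver rose as well, with 10 of 20 called higher and 1 lower in the authors' deposited table (adjusted p = 3.7e-06, 11 higher when adjusted over the list alone), complement C3 and fibrinogen FGG among them at log2 fold changes of 1.10 (standard error 0.19) and 0.83 (standard error 0.18). Only 3 of the 20 have counts per library. Their mean log2 level was 12.86 ± 0.54 (SD, n = 5) with PN and 12.54 ± 0.07 (SD, n = 3) in bottle-fed livers, without a difference between the groups (exact permutation test, p = 0.375, and p = 0.429 with PN 5). The toll-like receptor group, a list written here and not the gene set that the paper tested, did not pass Fisher's exact test. In it, 4 of 27 genes were called higher and 1 lower in the authors' deposited table (adjusted p = 0.281, 4 higher when adjusted over the list alone). Its adaptor TRAF3 rose from 92.3 ± 18.1 (SD, n = 3) to 314 ± 98.0 (SD, n = 5) (exact permutation test, p = 0.0179), and TOLLIP, an inhibitor of the pathway, had a log2 fold change of -0.74 (standard error 0.18, adjusted p = 7.8e-04) in the authors' deposited table. Genes that respond within minutes to stress, and so also to tissue handling, moved with these groups: 6 of 26 immediate early and heat shock genes were called higher and 1 lower in the authors' deposited table (Fisher's exact test, adjusted p = 0.0302, 7 higher when adjusted over the list alone), among them ATF3 (229 ± 85.7 (SD, n = 5) with PN and 32.4 ± 11.3 (SD, n = 3) in bottle-fed livers). PN 5 had 558 for RELB, 536 for TNFAIP3, 3303 for TRAF2, 325 for TRAF3 and 678 for ATF3, and with it each gene stayed higher in every PN liver (exact permutation test, p = 0.0119 for each).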

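Enzymes of amino acid metabolism formed the group with the most genes called lower. In the authors' deposited table, 35 of 64 measured genes were lower with PN and 3 higher (Fisher's exact test, adjusted p = 1.8e-21, 41 lower and 5 higher when adjusted over the list alone). GATM, which makes the precursor of creatine (ENSSSCG00000004672, chromosome 1 of Sscrofa11.1 from 126361945 to 126380872), fell from a normalized count of 17517 ± 9021 (SD, n = 3) in bottle-fed livers to 1418 ± 567 (SD, n = 5) with PN (exact permutation test, p = 0.0179). Of 42 genes of xenobiotic metabolism, 24 were lower and 4 higher in the authors' deposited table (adjusted p = 1.7e-15, 24 lower when adjusted over the list alone). CYP1A1, a target of the aryl hydrocarbon receptor, fell from 6375 ± 2183 (SD, n = 3) to 213 ± 86.9 (SD, n = 5), and the monooxygenase gene FMO1 from 19954 ± 3048 (SD, n = 3) to 5241 ± 1794 (SD, n = 5). CYP3A29 moved the other way, from 20893 ± 4393 (SD, n = 3) to 99233 ± 22944 (SD, n = 5). In cholesterol synthesis, 15 of 24 genes were lower and none higher in the authors' deposited table (adjusted p = 1.3e-10, 18 lower when adjusted over the list alone). HMGCS1, an early enzyme of that pathway, had 703 ± 283 (SD, n = 5) with PN and 3800.5 ± 593 (SD, n = 3) in bottle-fed livers, and MSMO1, a later one, had 1707 ± 778 (SD, n = 5) and 7797 ± 118 (SD, n = 3). PN 5 had 1724 for GATM, 43.3 for CYP1A1, 7186 for FMO1, 37618 for CYP3A29, 1706 for HMGCS1 and 5955 for MSMO1, and every direction held with it (exact permutation test, p = 0.0119, or 0.0238 for MSMO1). Genes of hepatocyte identity moved with these groups in part: 8 of 33 were called lower and 5 higher in the authors' deposited table (Fisher's exact test, adjusted p = 0.0123, 9 lower when adjusted over the list alone). In a test of the authors' Wald statistics, chosen after the data were seen, that group did not move on balance (cameraPR of limma, adjusted p = 0.470), and its call was also lost beyond a 2-fold change and at an adjusted p under 0.01.

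**Figure D3:**
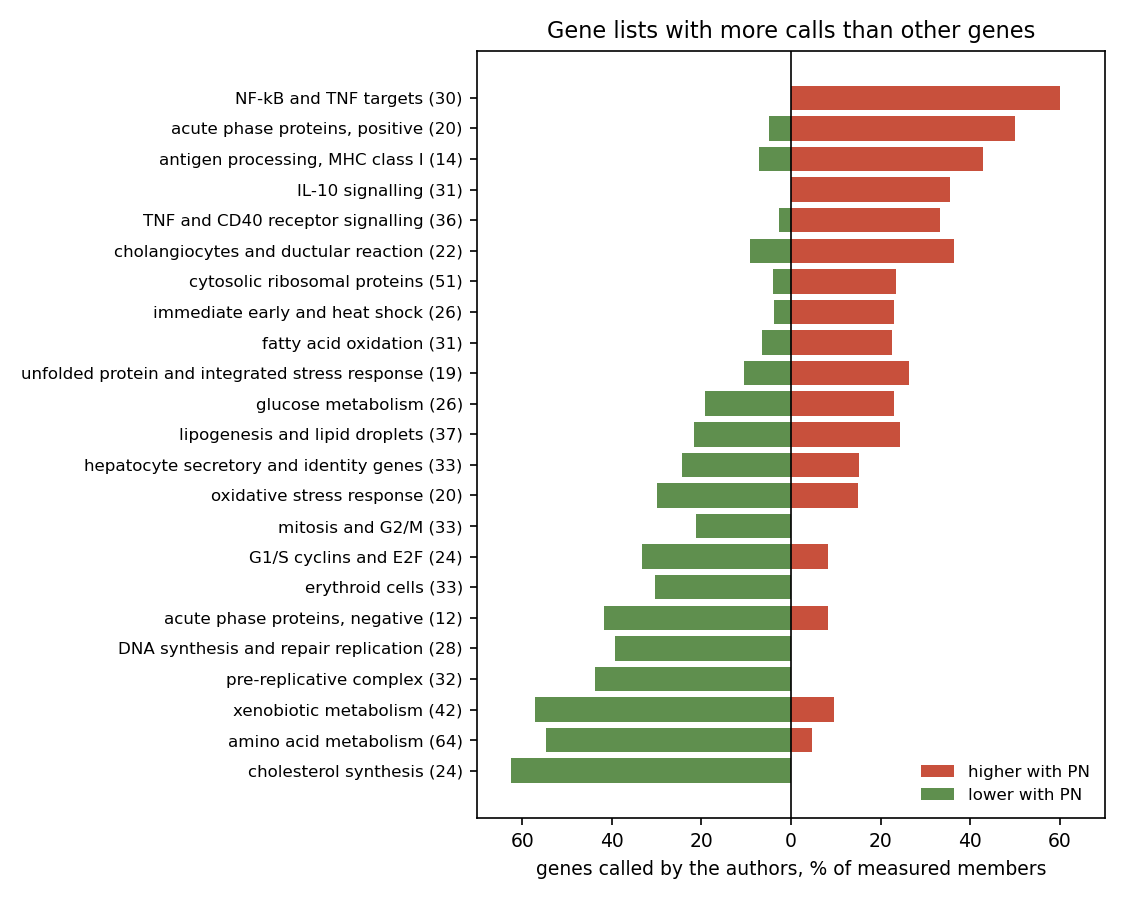
Share of each gene list's measured members (their number in brackets) that the authors called higher (red) or lower (green) with PN, in percent, for the lists with more calls in at least 1 direction than other genes. Bars run to the right for NF-kB and TNF targets and to the left for cholesterol synthesis, amino acid metabolism and xenobiotic metabolism.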

Downregulated pathways were primarily related to metabolic processes (Fig. 3b).

**Figure 3:**
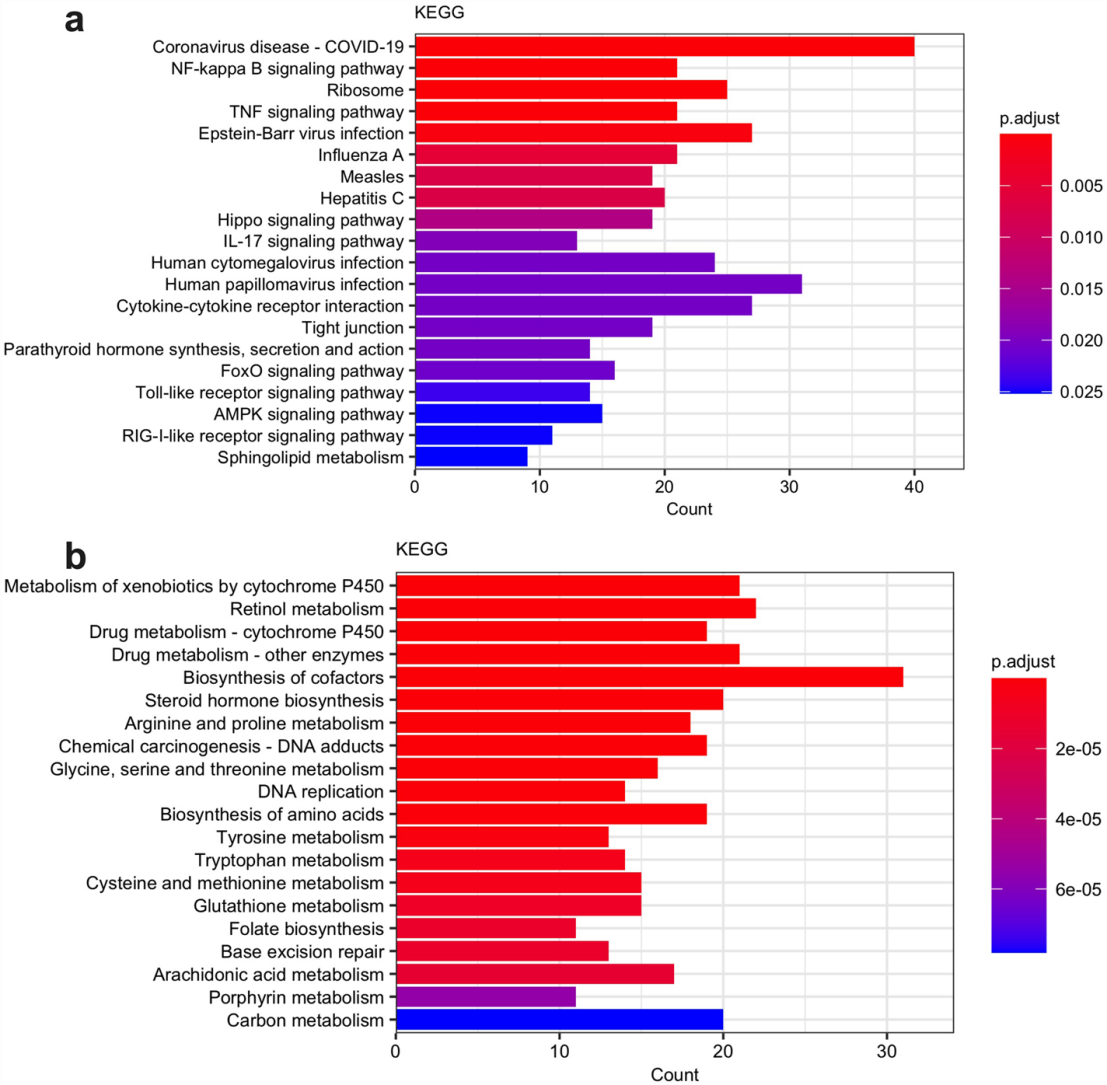
Top upregulated and downregulated Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. Compared to bottle-fed controls, top upregulated KEGG pathways in PN piglets include inflammatory signaling pathways (**a**), while top downregulated pathways are primarily involved in metabolism (**b**). The x-axis demonstrates the number of differentially expressed genes in a given pathway, while the color demonstrates the adjusted p-value. Enrichment analysis and figure created by clusterProfiler (v 4.6.2) R package.

### Canonical pathway analysis

Ingenuity Pathway Analysis identified top enriched canonical pathways (Fig. 4). The key enriched pathways demonstrated alterations in cell cycle control and inflammation. Canonical pathways involved in cell cycle control had negative z scores, reflecting inhibited cell cycle progression (z-score, upregulated/total genes, downregulated/total genes). These pathways included cell cycle checkpoints (z-score: − 4.700, Up: 153/272, Down: 80/272); activation of the pre-replicative complex (z-score: − 3.464, Up: 2/33, Down: 30/33); cell cycle control of chromosomal replication (z-score: − 3.207, Up: 10/56, Down: 40/56); and synthesis of DNA (z-score: − 3.638, Up: 27/119; Down: 78/119).

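Genes that license and copy DNA fell together. Of 32 measured genes of the pre-replicative complex, 14 were called lower with PN and none higher in the authors' deposited table (Fisher's exact test, adjusted p = 2.4e-07, 16 lower when adjusted over the list alone). MCM2 to MCM5 are subunits of the helicase that opens DNA for replication. MCM4 (ENSSSCG00000006273, chromosome 4 of Sscrofa11.1 from 79674737 to 79687307) fell from a normalized count of 824 ± 51.5 (SD, n = 3) in bottle-fed livers to 303 ± 44.3 (SD, n = 5) with PN, and MCM2, MCM3 and MCM5 fell by 1.59, fell by 1.58 and fell by 1.54 on the log2 scale (exact permutation test, p = 0.0179 for each). In DNA synthesis, 11 of 28 genes were called lower and none higher in the authors' deposited table (adjusted p = 2.4e-05, 13 lower when adjusted over the list alone). Among them the polymerase subunit gene POLD1 changed by -1.39 on the log2 scale, and thymidine kinase TK1 fell from 722 ± 193 (SD, n = 3) to 244 ± 42.3 (SD, n = 5). In the G1/S group 8 of 24 genes were lower and 2 higher in the authors' deposited table (adjusted p = 0.00160, 8 lower when adjusted over the list alone). SKP2, which marks cell cycle inhibitors for degradation, fell from 717 ± 74.1 (SD, n = 3) to 334 ± 83.3 (SD, n = 5), while the cyclin gene CCND3 rose by 1.24 on the log2 scale. Of 33 genes of mitosis, 7 were lower and none higher in the authors' deposited table (adjusted p = 0.0375, 10 lower when adjusted over the list alone), a call lost beyond a 2-fold change and at an adjusted p under 0.01. The cell cycle inhibitor gene CDKN1A rose from 316 ± 80.4 (SD, n = 3) to 808 ± 260.0 (SD, n = 5), and CDKN2C fell from 316 ± 15.6 (SD, n = 3) to 148 ± 25.3 (SD, n = 5). Their group of 23 genes did not pass the test (4 higher and 2 lower in the authors' deposited table, adjusted p = 0.196), but did beyond a 2-fold change, a threshold chosen for the lists after the data were seen. Over the cell cycle groups without these inhibitors, 40 of 116 genes were called lower and 2 higher in the authors' deposited table, with a median log2 fold change of -0.56. The mean log2 level of the 31 with counts per library, which the authors had picked for a change beyond 2-fold, differed by -1.33 between PN and bottle-fed livers (exact permutation test, p = 0.0179). Markers of red blood cell precursors moved with them: 10 of 33 were lower and none higher in the authors' deposited table (Fisher's exact test, adjusted p = 7.6e-04, 11 lower when adjusted over the list alone), among them AHSP and SLC4A1 at log2 fold changes of -2.12 (standard error 0.48) and -2.83 (standard error 0.68). PN 5 had 390.4 for MCM4, 883 for POLD1, 221 for TK1, 187 for SKP2, 2187 for CCND3 and 1964 for CDKN1A, and every direction held with it (exact permutation test, p = 0.0119 for each).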

**Figure 4:**
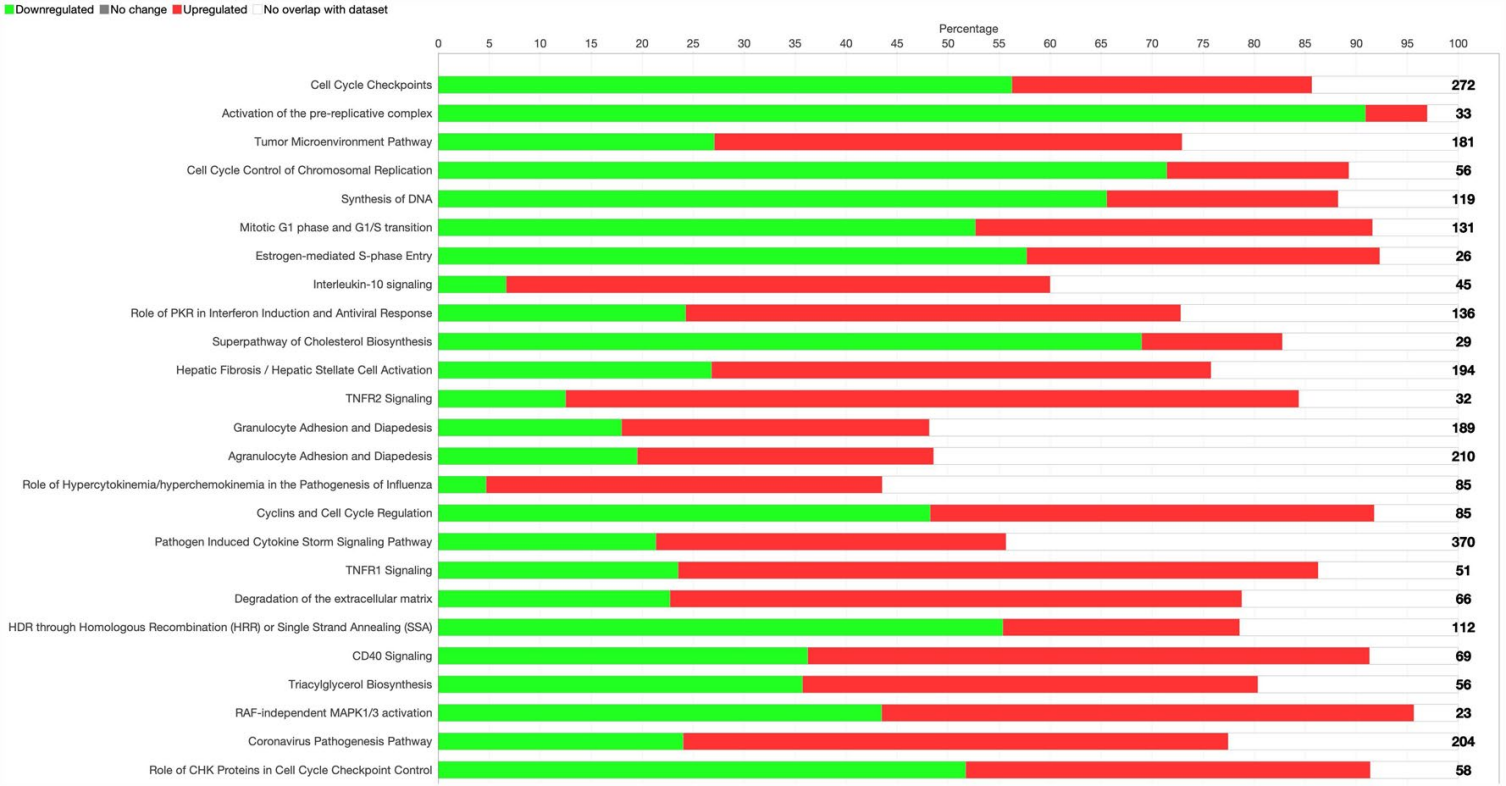
Top 25 enriched canonical pathways identified in Ingenuity Pathway Analysis. The number of total genes in the pathway are designated by the number to the right of the stacked horizontal bar graph. Compared to bottle-fed controls, the percentage of genes within the pathway that are downregulated in PN piglets (adjusted *P* < 0.05, log-fold change < − 1.0) are shown in green. The percentage of genes within the pathway that are upregulated (adjusted *P* < 0.05, log-fold change > 1.0) are shown in red. Genes that are neither up or downregulated are shown in white.

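Genes of interleukin-10 signalling, a group that also holds inflammatory cytokines, rose with PN. Of 31 measured genes, 11 were called higher and none lower in the authors' deposited table (Fisher's exact test, adjusted p = 4.1e-05, 15 higher when adjusted over the list alone). The receptor subunit gene IL10RB (ENSSSCG00000041289, chromosome 13 of Sscrofa11.1 from 196853469 to 196884932) had a normalized count of 209 ± 59.1 (SD, n = 5) with PN and 74.1 ± 6.87 (SD, n = 3) in bottle-fed livers, and 342 in PN 5. The kinase gene JAK1 had a log2 fold change of 0.84 (standard error 0.18, adjusted p = 8.8e-05) in the authors' deposited table. Antigen processing for MHC class I rose with them, with 6 of 14 genes called higher and 1 lower in the authors' deposited table (adjusted p = 0.00120, 7 higher and 2 lower when adjusted over the list alone), though not in a test of the authors' Wald statistics chosen after the data were seen (cameraPR of limma, adjusted p = 0.0626). B2M, the light chain of class I molecules, rose from 6362 ± 1026 (SD, n = 3) to 14030.0 ± 3926 (SD, n = 5) (exact permutation test, p = 0.0179), and NLRC5, which drives transcription of class I genes, from 82.4 ± 28.2 (SD, n = 3) to 399.8 ± 341 (SD, n = 5) (log2 fold change 2.28, or 1.62 without PN 3, exact permutation test, p = 0.0357). With PN 5 (26272 for B2M and 1247 for NLRC5), their log2 fold changes were 1.34 and 2.72. The proteasome gene PSMB8 had a log2 fold change of 1.24 (standard error 0.32) and the proteasome activator gene PSME1 one of -1.22 (standard error 0.32) in the authors' deposited table.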

Inflammation pathways were generally upregulated, including tumor microenvironment pathway (z-score: 2.858, Up: 83/181, Down: 49/181); interleukin-10 signaling (z-score: 3.162, Up: 24/45, Down: 3/45); pathogen induced cytokine storm signaling pathway (Fig. 5; z-score: 2.268, Up: 127/370, Down: 79/370); and CD40 signaling (z-score: 0.707, Up: 38/69, Down: 25/69). Notable additional enriched canonical pathways included S100 family signaling pathway (z-score: 3.507, Up: 249/773, Down: 202/773); nonalcoholic fatty liver disease (NAFLD) signaling pathway (Fig. 6, z-score: 1.886, Up: 109/226, Down: 56/226); and macrophage classical activation signaling pathway (Fig. 7, z-score: 1.941, Up: 75/188, Down: 40/188).

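Genes of lipid storage moved both ways. Of 37 measured genes of lipogenesis and lipid droplets, 9 were called higher and 8 lower with PN in the authors' deposited table (Fisher's exact test, adjusted p = 0.00440 for higher and 0.0219 for lower, with 10 and 9 when adjusted over the list alone). PLIN2, which coats lipid droplets (ENSSSCG00000035863, chromosome 1 of Sscrofa11.1 from 203683862 to 203709274), rose from a normalized count of 396 ± 106 (SD, n = 3) in bottle-fed livers to 3016 ± 1125 (SD, n = 5) with PN, and ANGPTL4, an inhibitor of lipoprotein lipase, from 970.0 ± 46.2 (SD, n = 3) to 2943 ± 861 (SD, n = 5) (exact permutation test, p = 0.0179 for both). MLXIPL, a transcription factor that responds to glucose, fell from 3550.5 ± 694 (SD, n = 3) to 1611 ± 371 (SD, n = 5). The lipase gene PNPLA3 had a log2 fold change of -3.55 (standard error 0.50, adjusted p = 1.8e-10) in the authors' deposited table. In fatty acid oxidation, 7 of 31 genes were higher and 2 lower in the authors' deposited table (adjusted p = 0.0225, 8 higher when adjusted over the list alone). CPT1A, which brings fatty acids into mitochondria, rose from 2113 ± 192 (SD, n = 3) to 5771 ± 2358 (SD, n = 5), the hormone gene FGF21 from 53.4 ± 29.8 (SD, n = 3) to 448 ± 122 (SD, n = 5) and PDK4, which slows glucose oxidation, from 2364 ± 560.2 (SD, n = 3) to 5383 ± 1218 (SD, n = 5), while HADH, an enzyme of beta-oxidation, fell from 7016 ± 759 (SD, n = 3) to 3002 ± 394 (SD, n = 5). In glucose metabolism 6 of 26 genes were higher and 5 lower in the authors' deposited table (adjusted p = 0.0302 and 0.133, with 6 and 5 when adjusted over the list alone). By cameraPR of limma, chosen after the data were seen, the calls of lipid storage (adjusted p = 0.705) and glucose metabolism (adjusted p = 0.809) were lost, and beyond a 2-fold change those of fatty acid oxidation, glucose metabolism and the lower genes of lipid storage. At an adjusted p under 0.01, those of glucose metabolism and the higher genes of lipid storage were lost. PN 5 had 2842 for PLIN2, 3262 for ANGPTL4, 973 for MLXIPL, 6369.8 for CPT1A, 385 for FGF21, 4676 for PDK4 and 2905 for HADH, and every direction held with it (exact permutation test, p = 0.0119 for each).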

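Classical activation of macrophages, a list written here and smaller than the paper's pathway, did not pass the test. In it, 5 of 25 measured genes were called higher and 2 lower in the authors' deposited table (Fisher's exact test, adjusted p = 0.0903, 6 higher when adjusted over the list alone). Among its members PTGS2, the inducible cyclooxygenase (ENSSSCG00000015579, chromosome 9 of Sscrofa11.1 from 127850013 to 127858884), had a log2 fold change of 1.93 (2.71 without bottle-fed 3), with overlap between the groups (exact permutation test, p = 0.107, and p = 0.0714 with PN 5 at 46.6). Beyond a 2-fold change, a threshold chosen for the lists after the data were seen, the same group passed. Of 16 genes of alternative activation, 1 was called higher and 1 lower in the authors' deposited table (adjusted p = 0.922 for higher). Markers of Kupffer cells did not shift as a group either, with 2 of 20 higher and 1 lower in the authors' deposited table (adjusted p = 0.710). In the authors' deposited table CD68, a lysosomal marker of macrophages, had a log2 fold change of 0.76 (standard error 0.25, adjusted p = 0.0192), and CLEC4F, a lectin of Kupffer cells, one of -0.82 (standard error 0.25, adjusted p = 0.0107).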

**Figure 5:**
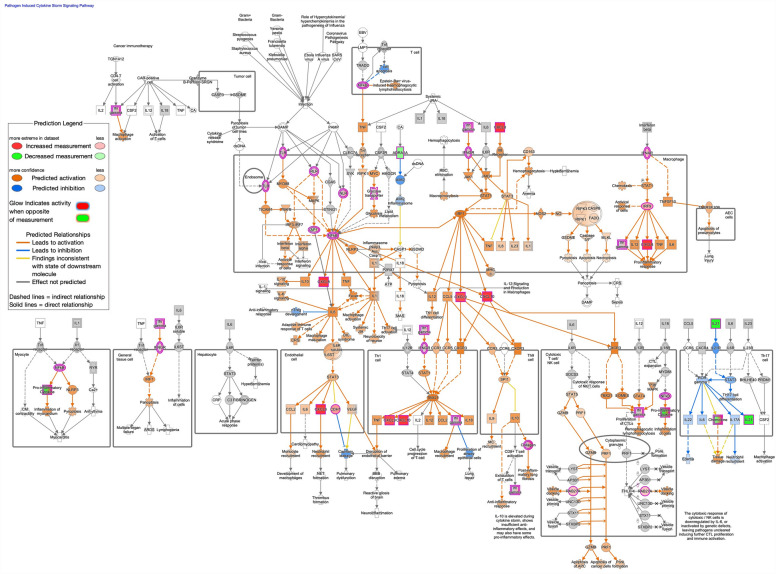
Predicted activation of pathogen induced cytokine storm signaling pathway in parenteral nutrition piglets mediated by NF-kB, STAT1, and STAT3. Pathway assessed in Ingenuity Pathway Analysis. Darker color demonstrates greater magnitude of pathway activation or inhibition.

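Interferon-stimulated genes were higher in PN livers in part. Of 31 measured genes, 5 were called higher and 1 lower in the authors' deposited table (Fisher's exact test, adjusted p = 0.179, 8 higher and 2 lower when adjusted over the list alone), which did not pass. A test of the authors' Wald statistics over the same genes, chosen after the data were seen, did pass (cameraPR of limma, adjusted p = 4.5e-05). The exonuclease gene ISG20 (ENSSSCG00000024867, chromosome 1 of Sscrofa11.1 from 191183374 to 191195475) rose from a normalized count of 24.7 ± 8.56 (SD, n = 3) in bottle-fed livers to 164 ± 112 (SD, n = 5) with PN (exact permutation test, p = 0.0179), and stood at 1361 in PN 5. IRF9, which acts with STAT2 at interferon-stimulated genes, had 63.1 ± 23.5 (SD, n = 5) with PN and 21.7 ± 2.51 (SD, n = 3) in bottle-fed livers (exact permutation test, p = 0.0357, or 0.0571 without PN 4 or PN 6), and 95.4 in PN 5, but its adjusted p in the authors' deposited table was 0.0863, which did not pass. Of 10 interferon-stimulated genes with counts per library, 4 passed the exact permutation test, and CMPK2 (p = 0.143), IDO1 (p = 0.0536) and MX1 (p = 0.268) overlapped between the groups. Of the factors themselves, STAT3 had a log2 fold change of 0.68 (standard error 0.23, adjusted p = 0.0245) in the authors' deposited table. NFKB1 stood at 0.28 (standard error 0.23) and RELA at 0.35 (standard error 0.16, adjusted p = 0.145) in the authors' deposited table, neither past the threshold.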

**Figure 6:**
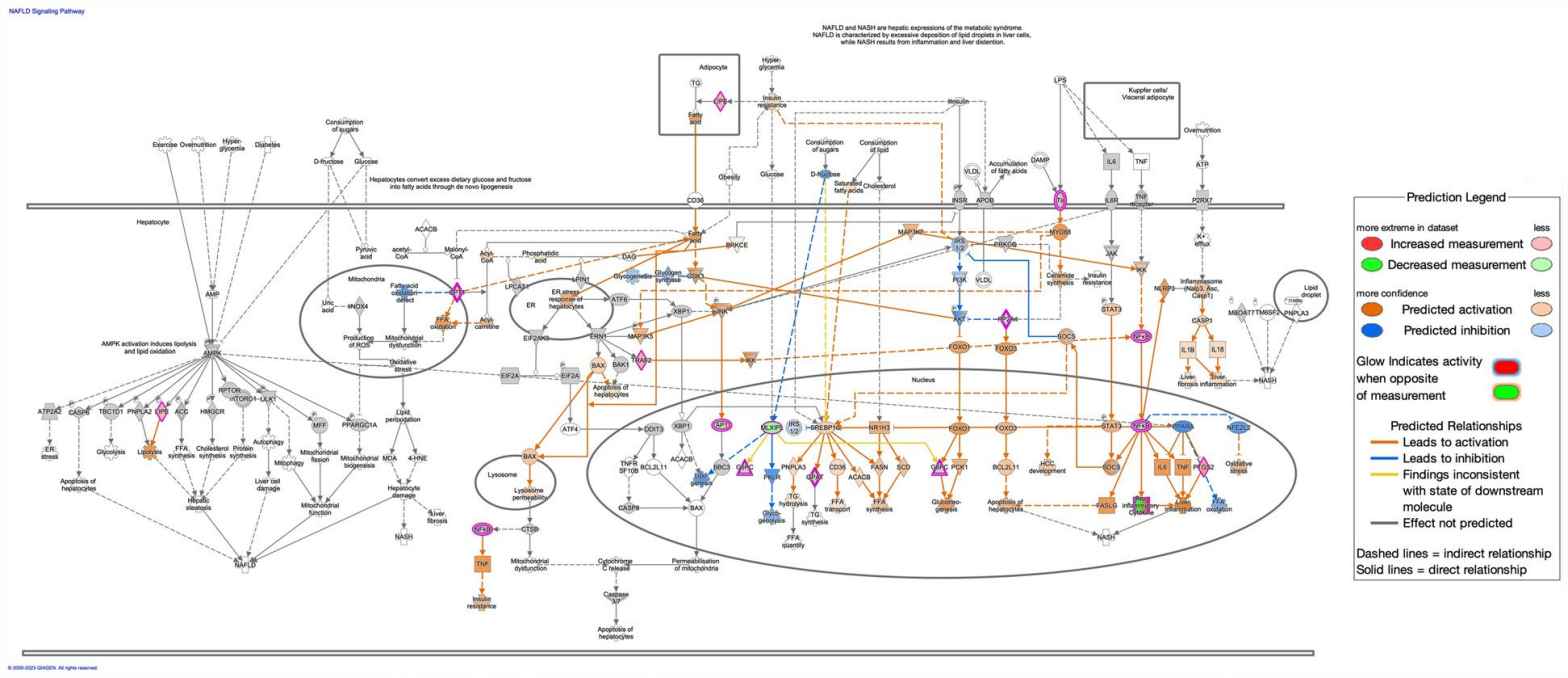
Predicted activation of NAFLD signaling pathway in parenteral nutrition piglets. Pathway assessed in Ingenuity Pathway Analysis. Darker color demonstrates greater magnitude of pathway activation or inhibition.

**Figure 7:**
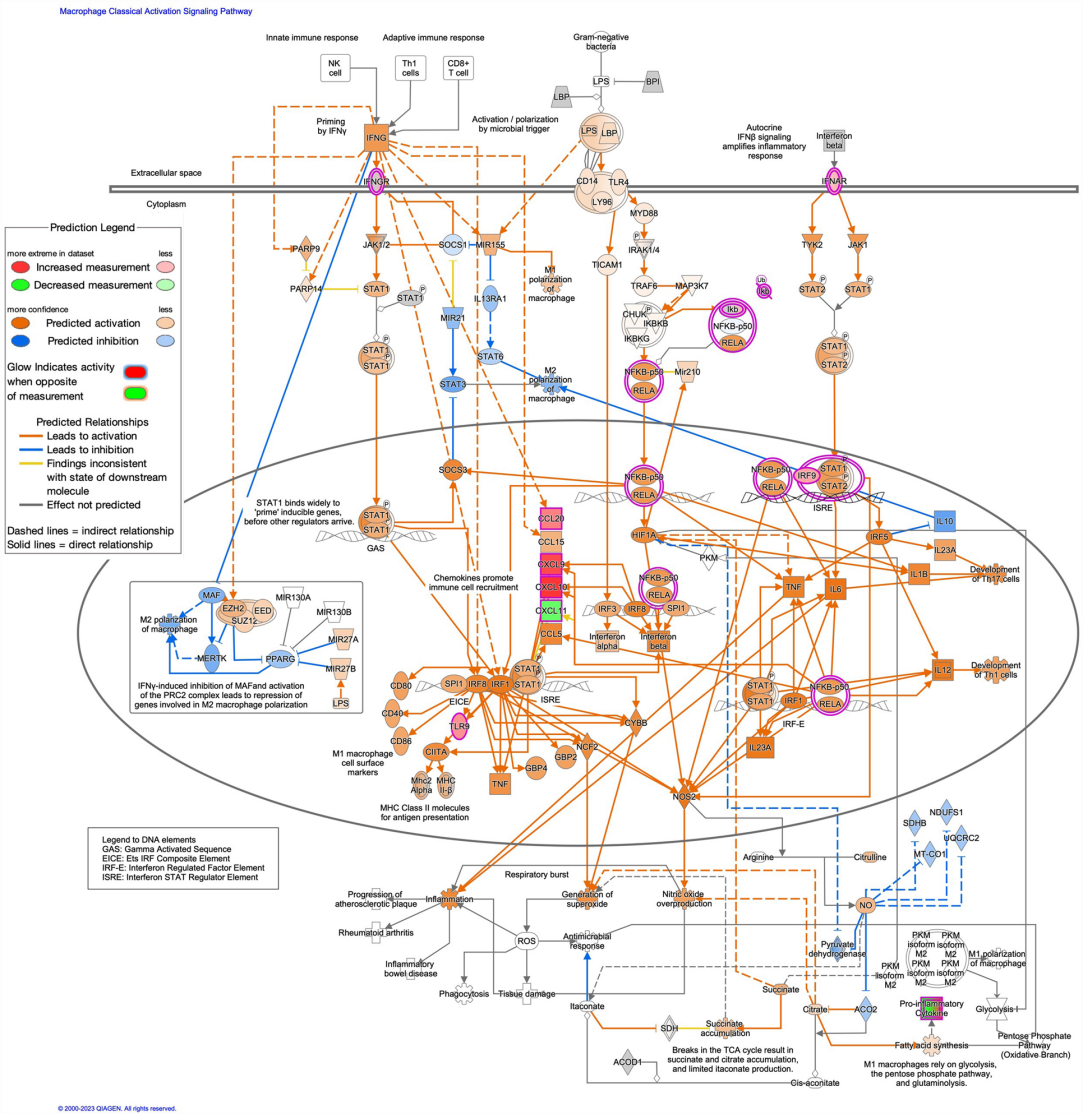
Predicted activation of macrophage classical activation signaling pathway in parenteral nutrition piglets. Pathway assessed in Ingenuity Pathway Analysis. Darker color demonstrates greater magnitude of pathway activation or inhibition.

### Upstream regulator analysis

Upstream regulator analysis identifies potential upstream regulators that may explain downstream changes in the observed dataset with an adjusted *P* < 0.05. The top twenty upstream regulators (excluding drugs and chemicals) with the highest (or lowest) activation Z scores are shown in Table 1. 

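Few measured transcripts of the predicted regulators themselves passed the threshold. The paper lists 16 single genes as activated, and TNF, IL1B, IFNG and IL1A are not among those measured. It predicts regulators from downstream changes in expression, so their own transcripts do not test that prediction. Of 10 measured genes that Table 1 of the paper lists as activated, 2 were called higher and none lower in the authors' deposited table (KLF6 and CD40, Fisher's exact test, adjusted p = 0.332, 2 higher when adjusted over the list alone, and 3 higher at an unadjusted p under 0.05). Of 13 measured genes that it lists as inhibited, 1 was called higher and 1 lower in the authors' deposited table (TNFRSF9 and E2F1, adjusted p = 0.873 for higher). E2F1, a transcription factor of S phase entry (ENSSSCG00000007268, chromosome 17 of Sscrofa11.1 from 37178598 to 37189841), fell from a normalized count of 340.0 ± 48.6 (SD, n = 3) in bottle-fed livers to 94.7 ± 38.0 (SD, n = 5) with PN (exact permutation test, p = 0.0179), and had 105 in PN 5. In the authors' deposited table IL27 had a log2 fold change of 0.72 (standard error 0.84, adjusted p = 0.675), TLR7 of -0.13 (standard error 0.15, adjusted p = 0.671), TICAM1 of 0.18 (standard error 0.20, adjusted p = 0.665) and CD40LG of 0.33 (standard error 1.64, adjusted p = 0.945). The paper chose these genes on the same samples, so their counts are not independent evidence.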

Most of the top activated upstream regulators (i.e., determined by a positive Z score) are core mediators of the inflammatory response and immunity, including TNF, IL1B, IFNG, IL1A, NFkB, TLR7, RELA, interferon alpha, CD40LG, IL27, CSF2, CD40, and TICAM-1. RELA encodes the REL-associated protein that is involved in NF-kB activation^15^. 

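KLF6 (ENSSSCG00000035212, chromosome 10 of Sscrofa11.1 from 66488391 to 66497844) had a normalized count of 1136 ± 188 (SD, n = 5) with PN and 529 ± 76.8 (SD, n = 3) in bottle-fed livers, a log2 fold change of 1.10 (exact permutation test, p = 0.0179). PN 5 stood at 1789, and with it the log2 fold change was 1.23 (exact permutation test, p = 0.0119). Markers of stellate cells and fibrosis did not shift as a group: 4 of 30 measured genes were called higher and 2 lower in the authors' deposited table (Fisher's exact test, adjusted p = 0.332 for higher, 4 higher and 2 lower when adjusted over the list alone). DES, the intermediate filament protein of stellate and muscle cells, rose from 259 ± 43.4 (SD, n = 3) to 501 ± 54.2 (SD, n = 5) (exact permutation test, p = 0.0179), with 829.6 in PN 5. DCN, a small proteoglycan of connective tissue, had 121 ± 34.2 (SD, n = 5) with PN and 341 ± 292 (SD, n = 3) in bottle-fed livers, a log2 fold change of -1.49 that came down to -0.53 without bottle-fed 1, with overlap between the groups (exact permutation test, p = 0.0357).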

KLF6 (a transcription factor), is induced in early-intermediate hepatic stellate cell activation, consistent with inflammation induced hepatic stellate cell activation^16^. 

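CD40 (ENSSSCG00000035078, chromosome 17 of Sscrofa11.1 from 48286029 to 48298528) had a normalized count of 151 ± 82.2 (SD, n = 5) with PN and 54.8 ± 8.44 (SD, n = 3) in bottle-fed livers, with overlap between the groups (exact permutation test, p = 0.0536, and p = 0.0595 with PN 5 at 195). In the authors' deposited table its log2 fold change was 1.47 (standard error 0.46, adjusted p = 0.0138). Genes of MHC class II, through which antigen-presenting cells act on T cells, showed no call: none of 7 measured genes was higher or lower in the authors' deposited table from DESeq2, none had an unadjusted p under 0.05, and cameraPR of limma gave an adjusted p of 0.665. CD74, the chaperone of class II molecules, had a log2 fold change of 0.38 (standard error 0.21, adjusted p = 0.238) in the authors' deposited table. Of 24 markers of T and NK cells, none was called in the authors' deposited table from DESeq2, 3 were higher and 1 lower at an unadjusted p under 0.05, and cameraPR of limma over their Wald statistics gave an adjusted p of 0.484. Among them CD27 did not overlap between the groups, with 36.5 ± 9.02 (SD, n = 5) with PN and 10.5 ± 8.97 (SD, n = 3) in bottle-fed livers (log2 fold change 1.80, or 2.77 without bottle-fed 2, exact permutation test, p = 0.0179), and 26.6 in PN 5, while its adjusted p in the authors' deposited table was 0.0871. Of 14 markers of B and plasma cells, 1 was called higher (CD72), and of 13 markers of granulocytes 1 (CSF3R), with none lower in either group in the authors' deposited table.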

CD40 is a transmembrane protein found on antigen-presenting cells, including macrophages, and upregulation is associated with inflammation and infection^17^. Activation of CD40 (by the CD40 ligand [CD40LG] expressed on activated CD4^+^ T cells) triggers downstream activation of humoral and cellular immunity pathways^18^. Predicted activated upstream regulators that explain downstream changes in gene expression in a disease state are potential targets for inhibitors.

**Table 1:** Top 20 predicted activated and inhibited upstream regulators in Ingenuity Pathway Analysis.

Upstream regulator	Expr log ratio	Molecule type	Activation z-score	p-value of overlap	# genes in network	# regulators in network
TNF		Cytokine	5.247	4.74E−34	235	13
IL1B		Cytokine	5.197	1.87E−21	233	14
IFNG		Cytokine	5.116	1.71E−17	233	15
IL1A		Cytokine	4.918	5.42E−16	219	16
KLF6	1.063	Transcription regulator	4.697	1.31E−12	179	17
NFkB (complex)		Complex	4.357	4.17E−24	254	15
CDKN2A		Transcription regulator	4.316	3.01E−11	251	23
TLR7		Transmembrane receptor	4.042	1.63E−07	219	17
RELA	0.372	Transcription regulator	3.722	3.63E−12	261	15
Interferon alpha		Group	3.487	1.85E−11	176	15
SMARCB1	0.068	Transcription regulator	3.487	1.44E−07	222	18
ZFTA-RELA		Fusion gene/product	3.464	8.16E−09		
BHLHE40	-0.027	Transcription regulator	3.453	7.06E−07	191	12
CD40LG	0.018	Cytokine	3.447	4.85E−12	230	14
LDL		Complex	3.404	4.42E−06	281	20
IL27	0.617	Cytokine	3.368	3.9E−09	253	17
CSF2		Cytokine	3.367	1.39E−12	238	14
CD40	1.287	Transmembrane receptor	3.336	3.35E−07	211	13
ZBTB10	0.309	Transcription regulator	3.317	0.00506	109	7
TICAM1	0.211	Other	3.303	1.14E−05	197	20
E2F1	− 1.819	Transcription regulator	− 4.415	4.48E−12	162	15
E2f		Group	− 3.925	2.41E−13	142	9
CD3E	− 0.188	Transmembrane receptor	− 3.873	1.06E−12	224	19
CITED2	− 0.162	Transcription regulator	− 3.786	9.99E−06	196	14
TREX1	0.541	Enzyme	− 3.721	1.03E−09	145	12
ACOX1	− 0.034	Enzyme	− 3.441	1.09E−08	176	7
IL1RN		Cytokine	− 3.373	1.36E−09	237	17
RNASEH2B	0.045	Other	− 3.357	1.05E−07		
Ttc39aos1		Other	− 3.284	2.48E−06	128	7
Eldr		Other	− 3.162	5.85E−06		
GFI1	2.419	Transcription regulator	− 3.162	0.00127	211	13
ZBTB20	− 0.426	Transcription regulator	− 3.148	2.94E−06	136	7
SP110	0.31	Transcription regulator	− 3.051	0.00031		
ABCB4		Transporter	− 2.996	2.23E−08	118	7
EP400	0.358	Other	− 2.985	4.47E−08		
TARDBP	0.083	Transcription regulator	− 2.764	4.57E−05		
E2F3	0.137	Transcription regulator	− 2.72	2.71E−09	164	16
miR-199a-5p		Mature microrna	− 2.714	2.9E−06		
SSTR2		G-protein coupled receptor	− 2.714	1.6E−08	251	23
TNFRSF9	3.908	Transmembrane receptor	− 2.692	3.69E−12	171	15

Drugs and other chemicals are not included.

### Potential therapeutics

Several drugs were identified as strongly inhibited upstream master regulators on causal network analysis in Ingenuity Pathway Analysis (Table 2). Treatment with these drugs may counteract the pathologic changes in gene expression from the disease state. Master regulators are upstream from multiple regulators, which then further influence downstream pathways. For example, methylprednisolone succinate, a corticosteroid, is predicted to counteract the activation of key acute phase response genes including NF-kB, STAT1, STAT2, JUN, FOS, TGFB, NR1H4, PI3K, and CASP3 via the glucocorticoid receptor NR3C1 (Fig. 8a). 

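JUN, a subunit of the transcription factor AP-1 (ENSSSCG00000031912, chromosome 6 of Sscrofa11.1 from 153685682 to 153687656), had a normalized count of 75.8 ± 17.7 (SD, n = 5) with PN and 29.4 ± 14.4 (SD, n = 3) in bottle-fed livers (exact permutation test, p = 0.0179), and 163 in PN 5. The authors' annotation types this gene as a pseudogene, and its mean level in the authors' deposited table of all genes is 1204, far above these counts. FOS, its partner in AP-1, moved the other way, with 203 ± 93.7 (SD, n = 5) with PN and 461 ± 35.7 (SD, n = 3) in bottle-fed livers (exact permutation test, p = 0.0357, and 193 in PN 5). Without any single one of the 8 livers, the p of FOS was 0.0571 to 0.0952 (exact permutation test). Of 12 measured genes of the drug networks in Fig. 8, 2 were called higher and 1 lower in the authors' deposited table (Fisher's exact test, adjusted p = 0.396 for higher, 4 higher and 2 lower when adjusted over the list alone), and as the paper chose them on these samples they are not independent evidence. STAT2 had a log2 fold change of -0.66 (standard error 0.25, adjusted p = 0.0580) in the authors' deposited table. The glucocorticoid receptor gene NR3C1 had 0.12 (standard error 0.20, adjusted p = 0.797), the bile acid receptor gene NR1H4 -0.19 (standard error 0.15, adjusted p = 0.497) and TGFB1 -0.21 (standard error 0.24, adjusted p = 0.671) in the authors' deposited table.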

Additional drugs that act directly on the immune system include another glucocorticoid (betamethasone valerate), an anti-TNF monoclonal antibody (infliximab), a cyclooxegenase-2 inhibitor (SC-58125), and an NF-kB inhibitor (IKK-2 inhibitor VIII). 

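CYP7A1, the rate-limiting enzyme of bile acid synthesis (ENSSSCG00000006238, chromosome 4 of Sscrofa11.1 from 74342856 to 74372638), fell from a normalized count of 321 ± 182 (SD, n = 3) in bottle-fed livers to 55.0 ± 21.6 (SD, n = 5) with PN, a log2 fold change of -2.55 (exact permutation test, p = 0.0179). FGFR4 and KLB, which form the receptor through which gut FGF19 holds down bile acid synthesis, fell as well. FGFR4 had 815 ± 158 (SD, n = 5) with PN and 1844 ± 104 (SD, n = 3) in bottle-fed livers, and KLB had 319.9 ± 136 (SD, n = 5) and 1307 ± 119 (SD, n = 3). PN 5 stood at 72.1 for CYP7A1, 744 for FGFR4 and 430.3 for KLB, and all 3 genes were lower in every PN liver with it (exact permutation test, p = 0.0119 for each). As a group, 2 of 10 measured genes of bile acid synthesis were called lower and none higher in the authors' deposited table (Fisher's exact test, adjusted p = 0.478, 3 lower when adjusted over the list alone), which did not pass. Of 25 genes of bile acid and bilirubin transport, 5 were lower and 3 higher in the authors' deposited table (adjusted p = 0.123 for lower, 5 lower and 3 higher when adjusted over the list alone). ATP8B1, a phospholipid flippase of the canalicular membrane, had a log2 fold change of 0.67 (standard error 0.19, adjusted p = 0.00700), and NR1I3, the receptor that induces bilirubin clearance, one of -1.03 (standard error 0.18, adjusted p = 1.2e-06) in the authors' deposited table.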

Obeticholic acid, a semi-synthetic bile acid analogue, was also identified as a potential therapeutic via inhibition of NF-kB and activation of NR1H4 (FXR). Outside of the top 20 inhibited master regulators was simvastatin (33rd highest, z-score: -3.018), which has a broad set of downstream anti-inflammatory and metabolic effects via inhibition of NFkB, STAT1, STAT3, and Smad, among others (Fig. 8b).

**Table 2:** Top 20 biologic and chemical drugs identified as inhibited master regulators by causal network analysis in ingenuity pathway analysis.

Upstream regulator	Molecule type	Activation z-score	p-value of overlap	# genes in network	# regulators in network
Dienogest	Chemical drug	− 5.488	8.26E−28	202	40
Paricalcitol	Chemical drug	− 4.911	4.25E−28	209	51
Infliximab	Biologic drug	− 4.667	1.21E−32	144	3
SC-58125	Chemical drug	− 4.469	3.66E−32	146	4
Bosentan	Chemical drug	− 4.216	2.39E−30	90	9
CGP53716	Chemical drug	− 4.041	2.61E−29	75	2
Dicumarol	Chemical drug	− 4.025	1.18E−25	80	4
Erythromycin	Chemical drug	− 3.976	2.52E−24	82	8
Ambroxol	Chemical drug	− 3.75	2.49E−24	64	4
Obeticholic acid	Chemical drug	− 3.671	6.42E−28	76	4
Glycyrrhizic acid	Chemical drug	− 3.624	4.22E−26	88	10
Trimetazidine	Chemical drug	− 3.578	1.43E−25	80	7
IKK-2 inhibitor VIII	Chemical drug	− 3.464	1.9E−37	192	33
Methylprednisolone succinate	Chemical drug	− 3.41	4.31E−29	159	26
Betamethasone valerate	Chemical drug	− 3.41	4.31E−29	159	26
Milrinone	Chemical drug	− 3.394	2.32E−24	73	5
Rottlerin	Chemical drug	− 3.359	1.22E−27	149	25
KPT-9274	Chemical drug	− 3.359	7.94E−32	149	21
Acamprosate	Chemical drug	− 3.302	1.02E−30	106	12
Damnacanthal	Chemical drug	− 3.273	5.5E−27	84	4

**Figure 8:**
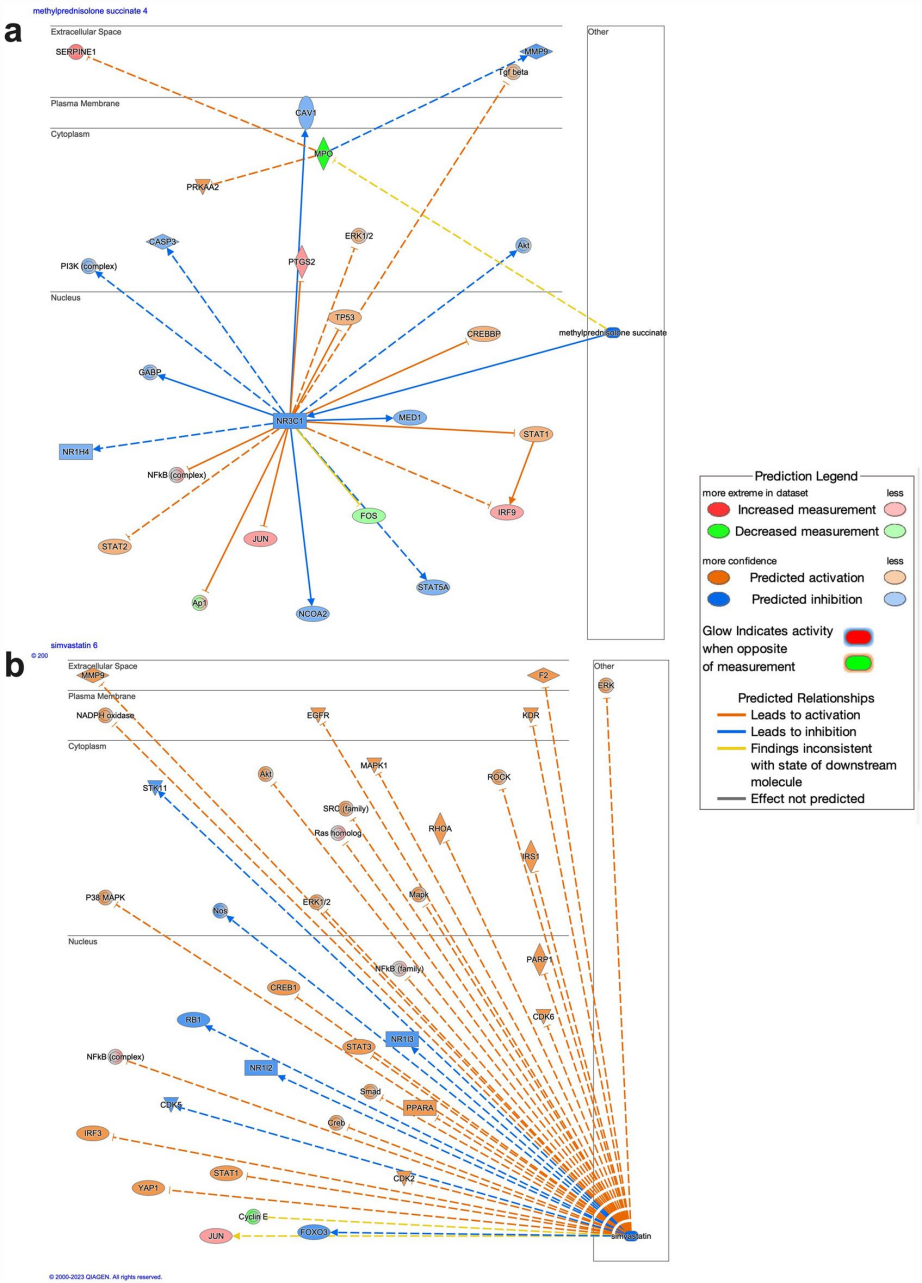
Potential therapeutics identified as strongly inhibited upstream regulators in Ingenuity Pathway Analysis. Methylprednisolone succinate is predicted to directly counteract multiple upregulated inflammatory regulators including NF-kB, STAT2, IRF9, and JUN via NR3C1 (**a**). Simvastatin is predicted to indirectly inhibit multiple inflammatory regulators including NF-kB, STAT1, STAT3, Smad, and JUN (**b**). Darker color demonstrates greater magnitude of pathway activation or inhibition.

## Discussion

This is the first investigation, to our knowledge, that has used RNA-Seq in a large animal model of IFALD to elucidate the early molecular basis of the disease and identify potential therapeutics. The preterm piglet model of IFALD is ideally suited for mechanistic study, as the pathogenesis of liver disease is dependent upon (1) prematurity, resulting in an immature liver susceptible to oxidative damage, and (2) provision of PN with a soybean oil lipid emulsion with similar composition to human neonates. These factors, as in human premature neonates, result in an active IFALD phenotype comprising cholestatic liver injury (elevations in direct bilirubin, total bilirubin, gamma glutamyl transferase) even in the absence of bowel resection or sepsis^10^. Swine also have remarkably similar gastrointestinal anatomy and physiology to humans, making them an ideal model organism for translational research^19^. Utilizing liver tissue from preterm piglets that received either two weeks of PN or sow-milk replacer, we demonstrate that early IFALD is primarily an inflammatory liver disease with broad-based activation of inflammatory pathways including TNF and NF-kB signaling, which ultimately drives the progression to cholestasis and fibrosis. Thus, preventing the development and progression of IFALD may depend upon modulating this inflammation.

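Genes of bile duct cells and the ductular reaction rose with PN. Of 22 measured genes, 8 were called higher and 2 lower in the authors' deposited table (Fisher's exact test, adjusted p = 5.7e-04, 9 higher and 2 lower when adjusted over the list alone). The epithelial junction gene CLDN7 (ENSSSCG00000017934, chromosome 12 of Sscrofa11.1 from 52612507 to 52628362) rose from a normalized count of 49.4 ± 24.1 (SD, n = 3) in bottle-fed livers to 1369 ± 319.6 (SD, n = 5) with PN (exact permutation test, p = 0.0179). EPCAM, an adhesion molecule of bile duct cells, had 337 ± 122 (SD, n = 5) and 81.8 ± 16.8 (SD, n = 3), and the epithelial transcription factor ELF3 had 298 ± 188 (SD, n = 5) and 56.4 ± 22.2 (SD, n = 3) (exact permutation test, p = 0.0357 for ELF3). PN 5 had 2584 for CLDN7, 881 for EPCAM and 363 for ELF3, and each gene was higher in every PN liver with it (exact permutation test, p = 0.0119 for each). From activation across inflammatory pathways, TNF and NF-kB signalling among them, the paper concludes that early disease is primarily inflammatory, and it states that this inflammation drives the progression to cholestasis and fibrosis.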

Previous investigations have identified numerous risk factors for development of IFALD^5^. The common thread between these factors is unopposed pro-inflammatory insults (bacterial product translocation into the portal circulation, sepsis, pro-inflammatory lipids and phytosterols) with disruption of the enterohepatic axis. Thus, hepatoprotective management has primarily involved the avoidance of toxicity (e.g., preventing central venous catheter infections, lipid dose reduction, switching to more omega-3 rich lipids)^20^. In fact, the most successful treatment for IFALD is pure fish oil lipid emulsion, which replaces the standard soybean oil lipid emulsion–rich in pro-inflammatory omega-6 fatty acids and phytosterols–with an omega-3 rich lipid emulsion with essentially no phytosterol content^3^. Early IFALD has not been studied on a mechanistic level in humans, as liver biopsies are not routinely performed in this population. Previous work found that developing human livers, compared to adult livers, have downregulated xenobiotic, bile acid, and fatty acid metabolism–which may increase susceptibility to PN-induced liver injury^21^. One previous study has used RNA-Seq in a rat model of IFALD and found the primary perturbations were in metabolic pathways (e.g. AMPK signaling, PPAR signaling) and bile acid transport/synthesis, rather than inflammatory pathways^6^. A second study used a microarray analysis in a murine model of IFALD, finding that many of the more enriched KEGG pathways were inflammatory (e.g. cytokine-cytokine receptor interaction, Jak-STAT signaling pathway, natural killer cell-mediated cytotoxicity), with lesser enrichment (but no consistent up/downregulation) of genes in metabolic and bile homeostasis pathways^7^. These results are consistent with our RNA-Seq analysis, highlighting that early IFALD is primarily an inflammatory disease with secondary effects on metabolism and bile acid homeostasis.

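Plasma proteins whose synthesis falls in the acute phase response were lower with PN as a group by calls, though not under 2 other tests. Of 12 measured genes, 5 were called lower and 1 higher in the authors' deposited table (Fisher's exact test, adjusted p = 0.00670, 6 lower when adjusted over the list alone). A test of the authors' Wald statistics, chosen after the data were seen, gave an adjusted p of 0.0574 (cameraPR of limma), and the call was lost beyond a 2-fold change too. IGFALS, which carries insulin-like growth factors in blood (ENSSSCG00000008013, chromosome 3 of Sscrofa11.1 from 40174764 to 40177785), had a normalized count of 651 ± 209 (SD, n = 5) with PN and 1715 ± 889 (SD, n = 3) in bottle-fed livers, with overlap between the groups (exact permutation test, p = 0.0357), and 701 in PN 5. The gene called higher was the apolipoprotein gene APOA4, with a log2 fold change of 5.37 (standard error 0.76, adjusted p = 2.8e-10) in the authors' deposited table. In the authors' deposited table TTR, the transporter of thyroid hormone and retinol, had a log2 fold change of -0.91 (standard error 0.22, adjusted p = 8.9e-04), and PON1, an enzyme carried on high-density lipoprotein, one of -1.04 (standard error 0.28, adjusted p = 0.00370).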

Our analysis here identified several additional therapeutics that may reverse the inflammatory transcriptomic phenotype, including therapies that directly inhibit components of the inflammatory response such as infliximab (anti-TNF monoclonal antibody), IKK-2 Inhibitor VIII (anti-NF-kB), methylprednisolone succinate (synthetic glucocorticoid with broad anti-inflammatory effects), and simvastatin, which affects a broad array of metabolic and inflammatory pathways. Infliximab has been studied in a murine model of parenteral nutrition-associated liver disease. Treatment with infliximab decreased biochemical and histologic cholestasis, while increasing transcription of bile acid transporters^22^. In humans, infliximab has been investigated as a rescue therapy for autoimmune hepatitis, although disappointing results were seen in trials of primary sclerosing cholangitis with concurrent inflammatory bowel disease, as well as mixed results for alcoholic hepatitis^23–26^. A key concern with targeting components of the inflammatory response is the risk of immunosuppression and opportunistic infection. Infliximab has boxed warnings for serious infections and malignancy^27^. These infections include opportunistic invasive fungal and bacterial infections. For patients with IFALD, who are already at high risk for sepsis from indwelling central venous catheters and gut bacterial translocation, this may lead to prohibitively high infectious risk. Further, children treated with infliximab and other anti-TNF therapies have developed lymphoma and other malignancies^27^. For the neonate or child with IFALD, these limitations likely preclude use of infliximab or other anti-TNF therapies.

Methylprednisolone or other glucocorticoid treatment for early IFALD is intriguing. Glucocorticoids broadly suppress the immune response via a combination of inducing anti-inflammatory gene transcription, inhibiting transcription of pro-inflammatory genes and cytokines via transrepression of NF-kB and other transcription factors, and posttranslational mechanisms^28^. The infection risk imparted by glucocorticoid therapy tends to be directly correlated to dosage, allowing for more managable immunosuppression than anti-TNF biologic therapy allows^29^. Glucocorticoid therapy (combined with azathioprine) is the standard treatment for autoimmune hepatitis, with a substantial survival benefit^30^. In alcohol-related acute-on-chronic liver failure, glucocorticoid treatment is recommended based upon improved 28-day mortality^31^. In infants with biliary atresia, glucocorticoid therapy is often utilized for both anti-inflammatory and choleretic effects that may improve the clearance of jaundice—of particular interest for the neonate with active inflammatory and cholestatic IFALD^32^. An intriguing small retrospective cohort study from a single center in China found that late postnatal dexamethasone administration for bronchopulmonary dysplasia in preterm infants was strongly protective against development of parenteral nutrition-associated cholestasis^33^. The established use of glucocorticoids for other inflammatory liver diseases, as well as the plausible biological mechanism as a therapeutic for IFALD, warrants further investigation.

Statin therapy has been investigated extensively in NAFLD and nonalcoholic steatohepatitis (NASH). In animal models of NAFLD/NASH, simvastatin reduces liver inflammation and fibrosis, and suppresses hepatic stellate cell activation^34,35^. In a murine model of NASH, atorvastatin inhibited intestinal apical sodium-dependent bile salt transporter-mediated reabsorption of bile acids, stearoyl-coenzyme A desaturase-1 (key lipogenesis gene), and NF-kB signaling^36^. Indirect PPARα induction by statin treatment with increased fatty acid oxidation is a proposed mechanism of hepatoprotection against NASH^37,38^. In a separate rat model of nonalcoholic fatty liver disease (NAFLD), atorvastatin had antioxidant and anti-inflammatory effects, preventing development of biochemical and histologic disease^39^. Similarly, in a doxorubicin-induced hepatotoxicity model in rats, atorvastatin prevented oxidative stress, inhibited NF-kB and IL-1 signaling, and accelerated hepatic lipid metabolism^40^. Atorvastatin also reduced fibrosis in a rat carbon tetrachloride model of liver fibrosis^41^. In humans, statin use is associated with dose-dependent protection against steatosis, nonalcoholic steatohepatitis (NASH), and fibrosis^42^. A randomized controlled trial of military personnel with NAFLD/NASH found that statin initiation (atorvastatin, rosuvastatin, or pitavastatin, compared to diet and exercise alone) reduced the NAFLD activity score and fibrosis-4 score^43^. Given the extent of preclinical and clinical data supporting statin therapy (particularly atorvastatin) in NAFLD/NASH, as well as a well-established safety profile, statin therapy is another strong candidate for investigation in IFALD.

Obeticholic acid is a synthetic bile acid analogue of chenodeoxycholic acid that acts as a farsenoid X receptor (FXR) ligand, impacting bile acid homeostasis, inflammation, and metabolism in the liver^44^. In patients with primary biliary cholangitis, there is a long-term survival benefit in multiple trials^45,46^. Obeticholic acid and other FXR agonists have been investigated for NAFLD/NASH across several clinical trials, with modestly improved liver histology and biochemistry, although with significant side effects including drug-induced liver toxicity, dyslipidemia, and severe pruritis that have limited further development for this indication^44^. Along with other FXR agonists, obeticholic acid has had limited investigation in animal models of IFALD and has been previously suggested as a potential therapy for IFALD, although it has not yet been evaluated in humans^5^.

This study had several strengths. In addition to use of a controlled large-animal model with excellent gastrointestinal homology to humans, the disease phenotype is initiated by the provision of PN including a soybean oil lipid emulsion. A strength of RNA-Seq with subsequent analysis of canonical pathways is that it is unbiased, as the entirety of the mRNA transcriptome is assessed (as opposed to evaluating transcription of individual genes of interest with targeted polymerase chain reaction or even microarrays). Similarly, individual transcripts or proteins do not act in isolation, and a better global understanding of cellular function is provided by a pathway-based approach. This agnostic approach allows for a detailed understanding of perturbations in cellular homeostasis, as well as identification of potential therapeutics. However, there are also several limitations. mRNA-Seq can only identify differences in mRNA expression, which may not reflect actual protein expression and function due to silencing and post-translational modification. In this study, bulk RNA sequencing of liver tissue was performed which provides a global understanding of the hepatic transcriptome, but not the role of individual cells in the disease pathogenesis. Future studies may consider single-cell RNA-Seq to expand on the current findings with insights specific to individual cell types.

A key limitation of this study was the small sample size, with three piglets in the control group and five included piglets in the disease group. The small sample size may increase variability and decrease the power to detect important differences in gene expression. However, despite this, the differential gene expression between the two groups was substantial, resulting in 2060 identified DEGs defined by a *P* < 0.05 with multiple testing adjustment. 

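Of the 1054 genes with counts per library, 882 passed an exact permutation test at 0.05 over the 8 livers that the paper kept. TRHDE, which degrades thyrotropin-releasing hormone (ENSSSCG00000000515, chromosome 5 of Sscrofa11.1 from 36274364 to 36658703), was one of them, with a normalized count of 4.83 ± 2.30 (SD, n = 5) with PN and 349.8 ± 45.0 (SD, n = 3) in bottle-fed livers, and 12.2 in PN 5. RFLNA was another, with 166 ± 55.9 (SD, n = 5) with PN and 5.53 ± 8.68 (SD, n = 3) in bottle-fed livers, and 145 in PN 5, and its log2 fold change of 4.91 became 8.32 without bottle-fed 1. The quasi-likelihood test of edgeR over the same genes, chosen after the data were seen, called 570 higher and 481 lower. These genes had been picked on these libraries, so their counts do not measure how often all genes would pass. In simulated counts at this depth and group size, with the same dispersion for every gene, edgeR called 43.0% of genes set higher by 1 log2 unit, 91.0% of genes set lower by 2 log2 units and 0.820% of unchanged genes. That dispersion was preset and not estimated from these livers, so the rates do not measure the power of this comparison.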

A more stringent criterion was imposed in Ingenuity Pathway Analysis, only assessing molecules with an adjusted *P* < 0.05 and an expression log-fold change > |1|. An additional limitation is that the bottle-fed control piglets were from a separate litter, although they were delivered at the same gestational age from the same pig strain with sows obtained from the same farm. This may have produced confounding that cannot be accounted for in this paper. This model may better represent the active inflammatory and cholestatic disease seen in premature neonates, and the results may not be translatable to the older patient population which often demonstrates a steato-fibrotic phenotype. Finally, while potential therapeutics were identified based upon analysis of DEGs and the potential to reverse the dysregulated inflammatory pathways, these therapeutics will need to be further validated in animal models and ultimately investigated in clinical trials.

### Conclusions

In a pilot, hypothesis-generating study, we report the first evaluation of liver tissue transcriptomics in a large animal model of IFALD that is highly analogous to the preterm neonate. Early IFALD is characterized by broad activation of hepatic inflammatory pathways. We have identified several potential therapeutics with anti-inflammatory effects that may rescue PN-induced gene dysregulation.

## Methods

### Study design

The aim of this study was to investigate the underlying mechanisms of liver injury in early IFALD, utilizing liver tissue obtained from a preterm piglet model of IFALD compared to a second cohort of bottle-fed age-matched preterm piglets as a healthy control in a post hoc analysis. The tissue and transcriptomic data for the PN cohort of piglets have been previously reported in a study of the efficacy of an investigational therapeutic^10^. This study is a secondary use of the existing data for the PN cohort. A second cohort of bottle-fed control piglets is described here and is utilized as a healthy control; this second cohort has not been previously reported. The PN cohort and the bottle-fed control cohort were obtained from separate sows/litters.

All procedures were conducted in accordance with the Guide for the Care and Use of Laboratory Animals and approved by the Boston Children’s Hospital Institutional Animal Care and Use Committee^47^. ARRIVE guidelines were followed. Briefly, two pregnant Yorkshire sows (*Sus scrofa domesticus*) were obtained (Parson’s Farm, Hadley, MA) and stabilized in our facility for five days. Piglets were delivered via caesarean section at 111-days gestation (five days preterm). Piglets were resuscitated and jugular central venous catheters were placed immediately following stabilization.

### Experimental groups

PN was initiated on DOL 1 in all piglets after central venous catheter placement. PN was compounded using premixed PN solution (Clinimix E 8/14, Baxter, Deerfield, IL), soybean oil lipid emulsion (Nutrilipid, B. Braun, Bethlehem, PA), intravenous multivitamins (Infuvite, Baxter, Deerfield, IL), and sterile water for injection (Baxter, Deerfield, IL). Piglets in the PN group were advanced to goal volume over five days. PN was continued until sacrifice at DOL 15. The PN control group was previously reported and piglets received a medium chain triglyceride vehicle (3 mL/kg) daily via orogastric gavage^10^. Beginning on the first night of life, bottle-fed piglets were bottle fed every three hours with commercially available sow milk replacer (Grade A Ultra 24 Multi-Species Milk Replacer, Sav-A-Caf, Inc., Chilton, WI). Piglets in the bottle-fed control group were weaned off PN by DOL 3 as bottle feeds were increased.

### Blood collection and biochemical assessment

Blood was collected via central venous catheters on DOL 1 (prior to initiation of PN), DOL 8, and DOL 15 (immediately prior to sacrifice) into lithium heparin plasma separator tubes (BD Microtainer, Franklin Lakes, NJ, USA). Plasma was obtained by centrifugation at 2000×*g* 15 min at 20 °C. Plasma total bilirubin and direct bilirubin were performed by the Boston Children’s Hospital clinical laboratory. Gamma glutamyl transferase was assessed using the VetScan VS2 (Zoetis, Parsippany, NJ, USA).

### Sacrifice and tissue collection

Piglets were sacrificed with sodium pentobarbital (110 mg/kg) on DOL 15. Liver tissue from the right median lobe was collected at necropsy for RNA-Seq, flash-frozen, and stored at – 80 °C until analysis.

### mRNA-Seq and transcriptomic analysis

mRNA-Seq was performed by Novogene Co. (Sacramento, CA, USA). In agreement with best practices for RNA-Seq experiments, a minimum of three biological replicates were used in each group and all samples were processed in the same batch^48^. RNA integrity was assessed with the RNA Nano 6000 Assay kit (Agilent Technologies, CA, USA). All samples had an RNA integrity number > 4 and passed the established quality thresholds. mRNA was purified using poly-T oligo-attached magnetic beads and library quality was assessed using the Agilent Bioanalyzer 2100 system. RNA-Seq was performed on the Illumina NovaSeq 6000 platform with 150 bp paired-end reads. Raw data were cleaned with removal of low-quality reads and then mapped to the Sscrofa11.1 pig genome using Hisat2 v2.0.5 Read counts were then calculated by featureCounts software (v 2.0.3)^49^. DEGs were identified by using the DESeq2 (v 1.38.3) R package (adjusted *P* < 0.05)^50^. Due to the complexity of performing of RNA-Seq, technical variance may result in outliers. The impact of outliers is compounded by high-dimension data with relatively small sample sizes, contributing to increased variance and decreased power for detecting differences between experimental groups^51^. Standard quality assurance for RNA-Seq analysis includes identification of outliers, typically with a principal component analysis^48,51^. Based upon a principal component analysis and clustering of samples using normalized data, one outlier in the PN group was identified and excluded (Fig. 2). The included animals had a similar sex distribution in each group: there were two male and one female piglet (66% male) in the bottle-fed group, compared to three male and two female piglets (60% male) in the PN group.

### Pathway enrichment analysis

KEGG pathways enrichment analysis was performed by the clusterProfiler (v 4.6.2) R package^11–14^. A pathway was treated as significantly enriched if adjusted *P* < 0.05 (with Benjamini–Hochberg correction). Further functional pathway analysis and investigation of upstream regulators was performed using Ingenuity Pathway Analysis (Qiagen Inc., Redwood City, CA) using differentially expressed genes with adjusted *P* < 0.05 and log2foldchange > |1|^52–55^. The analysis settings included direct and indirect relationships, all node types, all data sources, and all species. The tissues and cell lines selected included all cell types, with organ systems filtered to liver and lymph node, and cell lines restricted to hepatoma and immune cell lines to focus the analysis on the most relevant literature-derived molecular relationships. RNA-Seq data are available in the National Center for Biotechnology Information Gene Expression Omnibus with accession number GSE234108^56^.

### Statistical analysis

Biochemical outcomes were assessed in GraphPad Prism version 10.1.1 (GraphPad Software, Boston, MA) using Welch’s t-test with Holm-Sidak adjustment for multiple comparisons. All assessments of differentially expressed genes and pathways were assessed using adjusted *P* < 0.05 to account for multiple testing within the relevant bioinformatics software packages discussed above. All authors had access to the study data, and have reviewed and approved the final manuscript.

## Data Availability

RNA-Seq data are available in the National Center for Biotechnology Information Gene Expression Omnibus with accession number GSE234108 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234108)^56^.

## Abbreviations

DOL: Day of life
DEGs: Differentially expressed genes
FXR: Farsenoid X receptor
IFALD: Intestinal failure-associated liver disease
KEGG: Kyoto encyclopedia of genes and genomes
NASH: Nonalcoholic steatohepatitis
NAFLD: Nonalcoholic fatty liver disease
NF-kB: Nuclear factor kappa B
PN: Parenteral nutrition
RNA-Seq: RNA sequencing
TNF: Tumor necrosis factor
TLR: Toll like receptor

How the deposited data were processed for this re-analysis (not part of the article)

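The data are liver RNA-Seq libraries of 9 preterm piglets, 3 bottle-fed and 6 given PN for 2 weeks, taken at day of life 15. The authors removed low-quality reads, mapped the rest to Sscrofa11.1 with HISAT2 2.0.5 and counted reads per gene with featureCounts 2.0.3, as the paper and the submitters' processing notes state. The counts in the authors' deposited table are raw read counts per gene and library, given for 1054 genes that the authors had called over all 9 libraries. The FPKM values, as deposited by the authors, scale these counts by gene length and library total, and served here only to recover the library totals. The normalized signal values are the authors' raw counts divided by 1 size factor per library, which the ratio of the deposited columns gives. The log2 fold changes were computed by the authors with DESeq2, in this table from all 9 libraries, and the authors' deposited table of all genes gives log2 fold changes and standard errors from a separate fit. The p-value and adjusted p-value columns, as deposited, are the authors' own from DESeq2, with the Benjamini-Hochberg adjustment. The Wald score in the authors' deposited table of all 16223 genes is the log2 fold change over its standard error. The mean signal in that table is the authors' mean over libraries that are not given in the sources used here.

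Total counts ran from 17106838 to 24025142 in bottle-fed and from 17337946 to 23421807 in PN livers. No pair of libraries was close enough to be the same library deposited again (smallest chi-square per degree of freedom 76.8 over 36 pairs). Groups were compared per gene on log2 of the normalized count plus 1 with a two-sided exact permutation test, over 8 libraries without PN 5, which the paper excluded as an outlier, and over all 9. A group with no counts was given a floor of 3 counts over the group, which covers counting error only. Principal components and correlations used log2 CPM with a prior count of 2 on the genes with counts per library. Symbols and positions came from the Sscrofa11.1 annotation, and 12506 genes in the authors' deposited table have a symbol.

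The 45 gene lists with at least 5 measured members were written before the deposited data were examined. Some were taken from the paper's results on these samples and are not independent evidence. Authors' calls at an adjusted p under 0.05 in each list were set against all other genes with a symbol by a one-sided Fisher's exact test per direction, with the Benjamini-Hochberg adjustment over the lists. The genes named are those that the paper names, the 10 largest increases and 10 largest decreases with a mean of at least 50 normalized counts in a group and no overlap between the groups, and up to 4 members of each list with the smallest adjusted p. Genes of the lists added after the data were seen stand outside this rule. Chosen after the data were seen were edgeR's quasi-likelihood test on the 1054 genes, cameraPR of limma on the Wald scores with a preset correlation of 0.01, Fisher's exact tests of calls beyond 2-fold and at an adjusted p under 0.01, and the lists of metallothioneins, zinc transporters, glucocorticoid-induced and retinoid genes. Alternatives tried were all 9 libraries, each library left out in turn, the replicate number as a block, pseudocounts of 0.5 and 5, an adjusted p under 0.01, lists without genes of other cell type lists, and the 500 most variable genes. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and limma 3.58.1.

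The tests were tried on simulated data. Counts were drawn with the same dispersion for every gene and with 200 genes changed. The dispersion was preset and not estimated from these libraries, so the rates below hold for that setting only. edgeR called 43.0% of genes set higher by 1 log2 unit, 91.0% of genes set lower by 2 log2 units and 0.820% of unchanged genes. The exact permutation test called 3.75% of unchanged genes and 90.0% of genes set lower by 2 log2 units. Fisher's exact test found a planted list in 100.0% of 20 simulated tables and called 0.244% of the other lists. In those tables each gene was called independently of the others. Genes of a list that move together were not simulated, so this rate does not measure the error for real lists. The search for the libraries behind a table found the right set in 100.0% of 20. Those tables were made from the same normalized counts, with every bottle-fed library and little added noise. The rate therefore does not cover a table whose reads were counted differently. Some genes that the paper names or the rule takes are not reported here and do not enter the counts of values compared with the paper. Histology and blood biochemistry were not analysed here, and sex is not given per library in the sources used here.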

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

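The test of gene length, the test of strand, the test of glucocorticoid-induced genes and the comparison with other splits of the libraries were written before their results were seen. The tests of ATP6, of erythroid against cell cycle genes, of random gene lists, of SLC30A1, of the zinc transporters and of the libraries behind the table were chosen only after the result was seen. In 85 groups of values over the 6 PN livers, 3 held a liver far from the others, all of them PN 5. As a number, that is no more than chance gives, which marks about 1 in 20 groups. The groups share livers and in part genes, and all 3 fell on the same liver. The number alone therefore cannot decide whether PN 5 stands apart. PN 5 lay at 26.4 on the second principal component. Its mean log2 level of stellate cell and fibrosis genes with counts was 9.18, against 7.75 to 8.21 in the other PN livers and 6.81 to 7.77 in bottle-fed livers. Its normalized count of TIMP1, which is 1 of the 4 genes behind that level, was 388, against 104 to 152 and 40.6 to 73.6. PN 5, which the paper did not analyse, had a mean log2 level of interferon-stimulated genes with counts of 11.40, against 7.74 to 9.92 in the other PN livers and 6.63 to 6.72 in bottle-fed livers.

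Mitochondrial genes shorter than a read pair were far higher with PN, and of the longer ones ND1 (4.81-fold) and ND2 (3.14-fold) were higher without overlap. ATP8, which the paper does not discuss, had a mean normalized count of 7351 in 5 PN livers and 51.7 in bottle-fed livers, and 5 of 7 such genes of 66 to 204 bp did not overlap between the groups over both sets of libraries. The log2 fold change of ATP8 was 7.15 from these counts but 12.39 (standard error 1.23) in the authors' deposited table of all genes, so the gap to ATP6 given next holds for that table only. A general rise of mitochondrial transcripts as the whole cause is argued against by ATP6, on the same messenger RNA, which lay 12.3 log2 units below ATP8 (standard error 1.25) in the authors' deposited table, and by 10 of 13 protein-coding genes that were not called (-0.46 to 0.53), though the mitochondrially encoded genes passed cameraPR (adjusted p = 0.00260) and Fisher's exact test beyond 2-fold, both chosen after the result was seen, and a rise of part of them stays open. Genes that overlap a gene on the other strand were not called more often (odds ratio 0.874). Overlap was taken over whole gene spans, introns included, so such genes need not share any counted sequence. The odds ratio therefore cannot decide whether the strand setting differed between the groups. That explanation was narrowed to strand after its value was seen. The reason was that fragments spanning neighbours on the same strand, as ATP8 and ATP6 are, were not tested. A difference in how gene length was counted stays open: rho between log2 fold change and transcript length was 0.138 over 11711 genes, so longer genes tended to be higher, which is the reverse of this pattern, but only 2 other genes under 300 bp entered that test, and ssc-mir-10390, of 95 bp, went the other way (826-fold lower).

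Cell cycle genes and red blood cell genes were both lower with PN. Random gene lists of the same mean level reached a median log2 fold change of -0.159 at the lowest, and 0 of 10000 came down to the cell cycle median of -0.56, which argues against a general loss of low genes through depth or normalization. The erythroid median was -1.18, a difference of -0.62 from the cell cycle median (95% bounds from resampled genes -1.17 and -0.04), and the lists share 0 genes. These bounds treat the genes as independent and leave out the spread among livers. Fewer blood-forming cells in PN livers is a candidate explanation. This stays open, because the list's 3 most abundant genes in the authors' deposited table were not called: HBB (mean level 36076, log2 fold change -1.09, adjusted p = 0.303), PKLR (3044, 0.25, adjusted p = 0.654), which hepatocytes also express, and EPB41 (1256, adjusted p = 1.00). Of its 33 measured genes 10 were lower (Fisher's exact test, adjusted p = 7.6e-04) and 2 stand in another list; slower division of liver cells and the litter were not tested.

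Metallothionein genes on chromosome 6 were 19.2-fold to 1139.7-fold lower with PN in mean normalized count (the smallest was 10.9-fold without bottle-fed 2 and 50.0-fold without PN 3, the only PN liver of the 5 with counts of the gene at the upper end). A litter variant or loss of mapping at this cluster stays open, since sequence and mapping there were not tested. The zinc exporter gene SLC30A1, which lies elsewhere, had a log2 fold change of -1.88 in the authors' deposited table, with no overlap between the groups. A variant at the cluster would not account for SLC30A1, but the fall of SLC30A1 does not show what lowered the cluster. Lower zinc supply in PN livers may explain the fall of the cluster and of SLC30A1, as a hypothesis. The exporter SLC30A1 was lower and the importers SLC39A4 and SLC39A10 higher, 3 of 3 zinc transporters in the stated direction in the authors' deposited table. These transporters were looked up after their values were seen, SLC39A14 was seen too, did not pass and is not among them, and SLC39A4 overlapped between the groups per library (exact permutation test, p = 0.125). Less glucocorticoid signalling cannot be told apart: the median of 11 glucocorticoid-induced genes was 0.0785, above the bound set against it, but that bound was wrong, since the members went from -1.40 to 3.01 and their median decides nothing.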

How the results depend on the processing

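edgeR on the genes with counts, permutation counts over them, cameraPR, and list tests beyond 2-fold or at an adjusted p under 0.01 were chosen after seeing the data, as was their fit of 6 libraries without a block; the other alternatives were set before. At an adjusted p under 0.01, the authors' deposited table holds 1395 genes, fewer by the stricter threshold itself, and 1894 or more pass an adjusted p under 0.05 over all 9 libraries. Among the 1054 genes, leaving out 1 library gave 962 to 1042 edgeR calls (882 to 948 beyond 2-fold) and 617 to 806 past the exact permutation test, and fewer libraries raise its smallest p. The replicate block gave 932 edgeR calls (862 beyond 2-fold), against 983 (895) for the same 6 libraries without a block; the numbers do not pair (correlations of deviations -0.05, -0.02 and -0.03) and the cause was not tested. Of 26 list calls, 20 remained at an adjusted p under 0.01, 17 beyond 2-fold and 18 by cameraPR, and the last 2 added 3 each. The 26 include the receptor and cytokine lists, which the paper chose on these samples. The level of the 31 cell cycle genes that the authors had picked for a change beyond 2-fold was -1.33, or -1.47 to -1.23 with 1 library left out, against a median of -0.56 over all 116 in the authors' deposited table. Of single named results, 102 lost the threshold under an alternative, 12 gained it, 641 kept both direction and side, and none reversed. Not run, as counts per library cover only called genes: RLE, DESeq2, no low-count filter, glmTreat, camera with estimated correlation, fry, the erythroid covariate, and leaving out libraries or the block for all genes and lists. Depth limits genes with few counts, such as LIF and TNFRSF18.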

Differences from the paper's values

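Of 45 log2 fold changes that the paper states, 4 differ from the values here and 43 have the same sign. A value was taken to differ when its gap exceeded the pooled SD of log2 level within groups, or for the authors' deposited table the standard error. BHLHE40 and RNASEH2B count for their sign, and TNFRSF18, a lower bound here, was not counted. That SD is a spread among livers and not the error of a fold change, so the number that differ depends on it. For CXCL12 the paper's log2 decrease is 1.803 and the value here is 1.08, from normalized counts without PN 5. Among the alternatives set before the data were examined, only leaving out PN 3 gave a value within that SD (0.52) of the paper's. All 9 libraries and the other libraries left out in turn (fell by 0.93 to 1.19) did not, nor did the authors' deposited table (a decrease of 0.97) within its standard error. For IL21 the paper's log2 decrease is 4.877 and the value here is 3.13. Leaving out PN 2 gave a value within the SD (1.24) of the paper's. All 9 libraries and the other libraries left out in turn did not, nor did the authors' deposited table (a decrease of 6.08) within its standard error. IL21 had 27.9 ± 10.8 (SD, n = 3) normalized counts in bottle-fed and 3.19 ± 3.53 (SD, n = 5) in PN livers.

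For BHLHE40 the paper's log2 fold change is -0.027 and the value in the authors' deposited table is 0.0965. For RNASEH2B the paper's log2 fold change is 0.045 and the authors' deposited table has -0.0395. Both genes have no counts per library and no alternative, and each difference is smaller than the gene's standard error (0.33 and 0.25) in the authors' deposited table.

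The paper lists ICAM1, CCL19, CD40 and LIF as higher with PN. Each passed in the authors' deposited table from DESeq2 (adjusted p = 0.0033, 0.0039, 0.0138 and 0.0244). The exact permutation test over 8 libraries did not pass for them (p = 0.125, 0.143, 0.0536 and 0.0536), though LIF passed with PN 5 (p = 0.0238), while the log2 fold changes of 0.99, 1.53, 1.46 and 5.16 had the paper's direction, that of CCL19 being 0.84 without PN 2 and that of LIF 4.37 without PN 1. At its threshold of an adjusted p under 0.05, the paper's count of changed genes is 2060 and the authors' deposited table holds 2204. Beyond a 2-fold change, the paper's count of molecules is 747 and the authors' deposited table holds 782 with a symbol.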

Other observations

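The retinoid genes, cameraPR, the list tests at other thresholds, the comparison of library sets, the levels of genes in both tables and edgeR were looked at only after the result was seen. Genes of cytosolic ribosomal proteins rose with PN, with 12 of 51 called higher and 2 lower in the authors' deposited table (Fisher's exact test, adjusted p = 0.00110); RPL5 had a log2 fold change of 0.92 (standard error 0.17, adjusted p = 3.4e-06) and RPL6 of 0.56 (standard error 0.15, adjusted p = 0.00290) in the authors' deposited table, and the call was lost beyond 2-fold and at an adjusted p under 0.01. In the unfolded protein and integrated stress response, 5 of 19 were higher and 2 lower (adjusted p = 0.0302, lost beyond 2-fold, at an adjusted p under 0.01 and by cameraPR with an adjusted p of 0.667), among them ASNS, which makes asparagine, at 0.92 (standard error 0.23, adjusted p = 0.00140) in the authors' deposited table. In the oxidative stress response 6 of 20 were lower and 3 higher (adjusted p = 0.0123, lost beyond 2-fold and by cameraPR with an adjusted p of 0.0762), with catalase CAT at -0.83 (standard error 0.14, adjusted p = 4.6e-07) and SOD2 at 1.23 (standard error 0.26, adjusted p = 9.8e-05) in the authors' deposited table. Endothelial markers did not pass Fisher's exact test (4 of 25 lower, none higher, adjusted p = 0.341) and passed cameraPR (adjusted p = 0.0218), FCN2 among them at -1.29 (standard error 0.25, adjusted p = 1.7e-05) in the authors' deposited table. Of 12 fetal liver genes 2 were lower, DLK1 falling from 297 ± 96.8 (SD, n = 3) to 51.2 ± 34.9 (SD, n = 5) (exact permutation test, p = 0.0179), and of 9 megakaryocyte genes 1 was higher and 1 lower. Of 10 retinoid genes 4 were lower and none higher in the authors' deposited table from DESeq2, RDH16, which oxidizes retinol, falling from 5260.1 ± 725 (SD, n = 3) to 2479.5 ± 265 (SD, n = 5) (exact permutation test, p = 0.0179).

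The count of called genes in the authors' deposited table is not the paper's. A hypothesis is that this table was fitted without PN 5 and PN 6: of 168 sets of libraries, this set of 7 came closest to the table's mean levels (deviation 0.0696 in log2, next 0.0992) and log2 fold changes (0.0939, next 0.123), over 902 genes. The libraries alone do not account for the table, since in 45 of 1037 genes its mean level lay more than 2-fold from that of this set, in 43 of them above it. Whether the reads were counted differently for the 2 tables was not tested. The genes in both tables had a Spearman rho of 0.96 between their log2 fold changes.

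Of 56 splits of the 8 libraries, 1, the real split, gave as many edgeR calls (1051, highest other split 28). The genes had been picked on the real split, so this comparison cannot say whether chance is excluded.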
